# Loss of microRNA-30a and sex-specific effects on the neonatal hyperoxic lung injury

**DOI:** 10.1186/s13293-023-00535-6

**Published:** 2023-08-08

**Authors:** Sandra L. Grimm, Samuel Reddick, Xiaoyu Dong, Connor Leek, Amy Xiao Wang, Manuel Cantu Gutierrez, Sean M. Hartig, Bhagavatula Moorthy, Cristian Coarfa, Krithika Lingappan

**Keywords:** Bronchopulmonary dysplasia, Micro-RNA, Newborn, Lung, Hyperoxia, Oxidative stress

## Abstract

**Background:**

Bronchopulmonary dysplasia (BPD) is characterized by an arrest in lung development and is a leading cause of morbidity in premature neonates. It has been well documented that BPD disproportionally affects males compared to females, but the molecular mechanisms behind this sex-dependent bias remain unclear. Female mice show greater preservation of alveolarization and angiogenesis when exposed to hyperoxia, accompanied by increased *miR-30a* expression. In this investigation, we tested the hypothesis that loss of *miR-30a* would result in male and female mice experiencing similar impairments in alveolarization and angiogenesis under hyperoxic conditions.

**Methods:**

Wild-type and *miR-30a*^−/−^ neonatal mice were exposed to hyperoxia [95% FiO_2_, postnatal day [PND1-5] or room air before being euthanized on PND21. Alveolarization, pulmonary microvascular development, differences in lung transcriptome, and *miR-30a* expression were assessed in lungs from WT and *miR-30a*^−/−^ mice of either sex. Blood transcriptomic signatures from preterm newborns (with and without BPD) were correlated with WT and *miR-30a*^−/−^ male and female lung transcriptome data.

**Results:**

Significantly, the sex-specific differences observed in WT mice were abrogated in the *miR-30a*^−/−^ mice upon exposure to hyperoxia. The loss of *miR-30a* expression eliminated the protective effect in females, suggesting that *miR-30a* plays an essential role in regulating alveolarization and angiogenesis. Transcriptome analysis by whole lung RNA-Seq revealed a significant response in the *miR-30a*^−/−^ female hyperoxia-exposed lung, with enrichment of pathways related to cell cycle and neuroactive ligand–receptor interaction. Gene expression signature in the *miR-30a*^*−/−*^ female lung associated with human BPD blood transcriptomes. Finally, we showed the spatial localization of *miR-30a* transcripts in the bronchiolar epithelium.

**Conclusions:**

*miR-30a* could be one of the biological factors mediating the resilience of the female preterm lung to neonatal hyperoxic lung injury. A better understanding of the effects of *miR-30a* on pulmonary angiogenesis and alveolarization may lead to novel therapeutics for treating BPD.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-023-00535-6.

## Plain Language Summary

Bronchopulmonary dysplasia (BPD) is a lung condition that affects babies born prematurely, causing problems with their lung development. Interestingly, BPD tends to affect boys more than girls, but we do not fully understand why. To investigate this, we conducted a study using mice. Female mice had better lung development and blood vessel formation when exposed to high oxygen levels. We found higher expression of a molecule called *miR-30a* in the female mice and seemed to be protective. So, we wanted to see if removing *miR-30a* would have the same effect on both male and female mice. To test this, we exposed newborn mice without *miR-30a* and normal mice to high oxygen levels or regular room air. Interestingly, the differences between normal males and females were no longer present in the mice without *miR-30a*. This suggested that *miR-30a* plays an important role in lung development. We also identified that the female mice without *miR-30a,* when exposed to high oxygen, had the greatest number of genes affected, and these gene changes were like those seen in blood samples from premature babies with BPD. Finally, we report that *miR-30a* was in a specific part of the lung called the bronchiolar epithelium. Overall, this study suggests that *miR-30a* is crucial in protecting premature lungs from damage caused by high oxygen levels. By understanding how *miR-30a* affects lung development, we may be able to develop new treatments for BPD in the future.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-023-00535-6.

## Highlights

- Sex-specific differences are abrogated in neonatal *miR-30a*^−/−^ mice upon exposure to hyperoxia.
- The loss of *miR-30a* expression eliminated the female resilience to neonatal hyperoxic lung injury.
- Pulmonary *miR-30a* expression could be one of the protective epigenetic mechanisms in the neonatal female lung.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13293-023-00535-6.

## Background

Bronchopulmonary dysplasia (BPD) is characterized by an arrest in lung development with severe impairment in vascular development and alveolarization [1]. Despite recent advances in perinatal care, BPD remains a leading cause of morbidity in premature neonates [2, 3]. Infants with BPD also face a variety of long-term sequelae, including pulmonary hypertension, increased rehospitalization rates, and additional risk for pulmonary disease as adults [4–8]. Many pre- and post-natal factors contribute to disease pathogenesis in BPD, including exposure to postnatal hyperoxia due to the generation of reactive oxygen species [9, 10]. It has been well documented that BPD disproportionally affects males compared to females. Males are at an increased risk for developing moderate-to-severe BPD and experience higher neonatal and infant mortality rates, but the molecular mechanism behind this sex-dependent bias remains unclear [11–18].

MicroRNAs (miRs) play an important role in the post-transcriptional regulation of protein-coding genes and act primarily by destabilizing the mRNA of their target genes. *miR-30a* is a known pro-angiogenic miR that stimulates arteriolar branching via the downregulation of *Dll4* [19, 20]. *miR-30a* levels are decreased in the peripheral blood of neonates with evolving and established BPD, which may be correlated with arrested lung development [21].

Mice exposed to postnatal hyperoxia develop pathognomonic features of human BPD and are used to model the disease [22–24]. Like their human counterparts, female mice are more resilient when exposed to hyperoxia, while males show greater arrest in alveolarization and angiogenesis [18, 25]. Previous studies found that this sexual dimorphism is accompanied by an increased pulmonary expression of microRNA-30a (*miR-30a*) in female mice compared to male mice exposed to hyperoxia. The findings were replicated in neonatal human pulmonary microvascular endothelial cells (HPMECs), with female endothelial cells showing higher expression of *miR-30a* when exposed to hyperoxia in vitro [26]. *miR-30a* could contribute to the resilience of the neonatal female lung when exposed to hyperoxia. In this investigation, we sought to clarify the role *miR-30a* plays in the previously observed sex-specific differences in lung development of mice exposed to hyperoxia*.* We tested the hypothesis that loss of *miR-30a* in mice would result in male and female mice experiencing similar impairments in alveolarization and angiogenesis when exposed to hyperoxia. The current study outlines the consequences of loss of *miR-30a* in neonatal hyperoxic lung injury, the sex-specific differences, and reveals the biological pathways mediating these differences, as outlined in Fig. 1. Overall, our results reveal a critical role of *miR-30a* in possibly mediating the sex-specific differences in BPD.

**Fig. 1:**
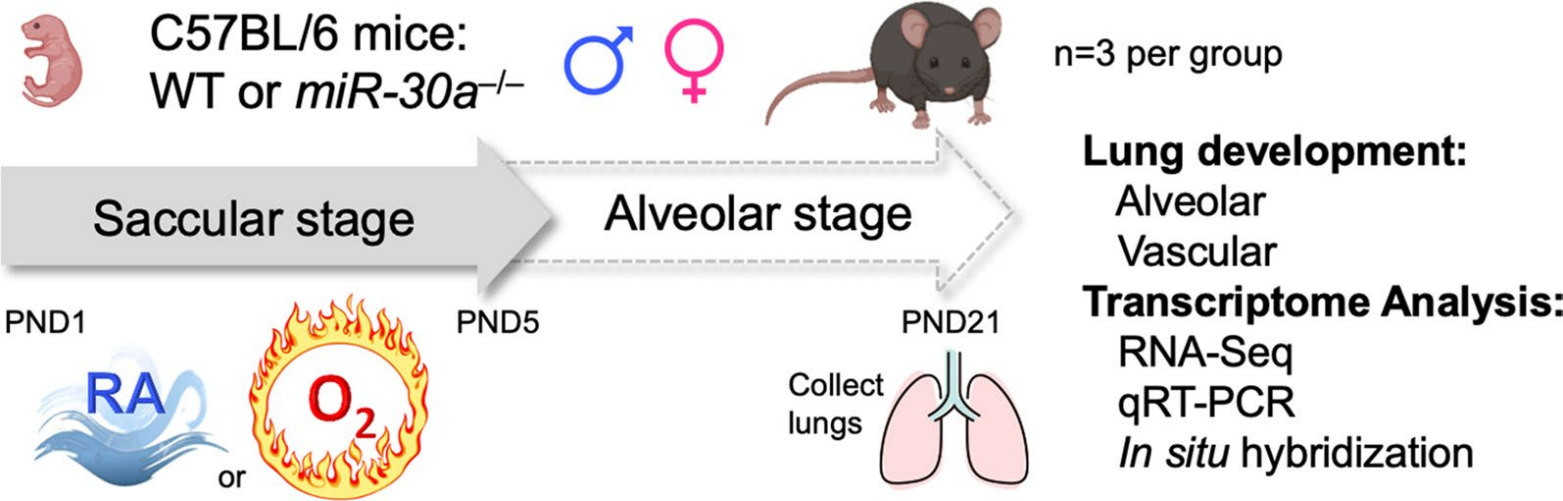
Loss of miR-30a causes loss of resilience in the female neonatal mice in a model of neonatal hyperoxic lung injury. Schematic showing the exposure of WT and *miR-30a*^−/−^ neonatal mice to hyperoxia (95% FiO_2_, PND1-5) during the saccular stage of lung development. Euthanasia was performed at PND21 with evaluation of alveolarization, pulmonary vascular development, and assessment of the pulmonary transcriptome

## Materials and methods

### Animals

All animal studies were conducted with the approval of the Institutional Animal Care and Use Committee (IACUC) of Baylor College of Medicine. Experiments were performed in accordance with relevant guidelines and regulations. Care of animals in research met the highest contemporary standards per the 8^th^ edition of the *Guide for the Care of Use of Laboratory Animals* and other IACUC protocols. *miR-30a*^−/−^ mice were received from Dr. Sean Hartig from Baylor College of Medicine. CRISPR/Cas9 gene editing was used to knockout the entire *miR-30a* gene. Wild-type (WT) and *miR-30a*^*−/−*^ mice were bred in the animal facility and both were on the C57BL/6J background. Guide RNAs flanked the 1-kb genomic region that contains *miR-30a* and knockout was confirmed using qPCR analysis and DNA sequencing of the deleted region. The *miR-30a*^*−/−*^ mice are viable and show no overt phenotypes during postnatal growth [27]. The sex of the neonatal mouse pups was determined by both anogenital distance and pigmentation in the anogenital region [28]. Sex was reconfirmed with PCR analysis for the *Sry* gene in genomic DNA obtained from mouse tail clips [18].

### Mouse model of BPD

Exposure to hyperoxia (95% FiO_2_) mimics the alveolar arrest of bronchopulmonary dysplasia in mouse pups [24, 29]. Mouse pups from multiple litters were pooled before being randomly and equally redistributed by sex into two groups, one group exposed to normoxia (21% FiO_2_), and the other group exposed to hyperoxia (95% FiO_2_), within 12 h of birth for 5 days [23]. Animals were chosen at this time because neonatal mice are at the saccular stage of lung development during this period, which is approximately equivalent to 26–36 weeks in human neonates. The dams were rotated between air- and hyperoxia-exposed litters every 24 h to prevent oxygen toxicity and to eliminate maternal effects between the groups. Oxygen exposure was conducted in plexiglass chambers as previously described [18]. Mice were euthanized on postnatal day (PND) 21 after recovery in room air, as most of postnatal lung development in mice is complete by this age. *miR-30a* levels were most different between male and female mice after early hyperoxia exposure at PND21 with female mice showing significantly higher expressions. Hence, PND21 was chosen as the time-point for analysis of lung morphometry and gene expression signatures [26]. The control group was kept at room air for the same duration of time. 5–7 pups/genotype/treatment were included for the morphometry related studies. Data from previously published studies were used in this manuscript, including lung histology data in WT mice [18] and lung transcriptome data from male and female WT neonatal mice [25]. The WT and *miR-30a*^*−/−*^ mice were not exposed to hyperoxia simultaneously for this study.

### Lung histology

Both hyperoxia- and normoxia-exposed mice were anesthetized (100 mg/kg i.p. pentobarbital sodium), tracheas were cannulated, and lungs were fixed by instilling with 4% paraformaldehyde endotracheally at 25 cmH_2_O pressure for 15 min. The trachea was tied off and the lungs were removed and further fixed overnight at 4 °C, followed by dehydration in graded alcohol and embedding in paraffin.

### Analysis for alveolarization

Sections (5 μm) were prepared and stained with hematoxylin and eosin (H&E). Alveolar development was evaluated by the measurement of mean linear intercept (MLI) [30]. Ten randomly selected, non-overlapping areas were photographed with bright field microscopy (40×). The photographs were overlaid with a grid and alveolar wall intersections with array lines were manually counted in a blinded fashion to prevent observer bias. Fields containing large airways and vessels were excluded. Radial alveolar count was measured as previously described [18]. Each section was analyzed in a blinded fashion to prevent observer bias by two reviewers.

### Analysis for macrophages

Pulmonary macrophage count was determined based on immunofluorescence staining for F4/80 (1:500 dilution, Bio-Rad Laboratories; catalog no. MCA497GA), a macrophage-specific marker. Fifteen randomly selected, non-overlapping areas were photographed with bright field microscopy (40×). For each image captured, brown-color-stained macrophages were manually identified and counted to determine the macrophage count [18]. Each section was analyzed in a blinded fashion to prevent observer bias by two reviewers.

### Analysis for pulmonary vascular development

Pulmonary vessel density was determined based on immunofluorescence staining for von Willebrand factor (vWF; 1:4000 dilution, Abcam, ab6994), an endothelial specific marker. Ten randomly selected, non-overlapping areas were photographed with bright field microscopy (20 ×). For each image captured, pulmonary vessels (< 50 um in diameter) were manually identified and counted to determine density [18]. Each section was analyzed in a blinded fashion to prevent observer bias by two reviewers.

### Preparation of lung samples for transcriptomic analysis, library preparation, and sequencing

Mice were euthanized on PND21 with i.p. pentobarbital. The right ventricle was perfused with ice cold PBS, and lungs were flash frozen in liquid nitrogen until ready for total RNA extraction. Total RNA from frozen lung samples was isolated using the Zymo micro kit (Zymo Research, Irvine, CA). Sample concentration was assayed using Nanodrop-8000 (Thermo Scientific, Wilmington, DE), and quality checks were done using the NanoDrop spectrophotometer and the Agilent Bioanalyzer. Three samples of total RNA with RIN values > 8, were subjected to RNA-Seq analysis. RNA libraries were prepared with QIAseq Stranded Total RNA library Kit (Qiagen) using 1000 ng input RNA, and purity of the libraries was analyzed using the DNA 1000 tape Tapestation 4200 (Agilent). The indexed libraries were pooled and sequenced.

### Analysis of RNA-Seq data

The *miR-30a*^*−/−*^ data have been submitted to NCBI GEO (GSE213287). Previous WT samples were submitted to NCBI GEO (GSE97804). All the RNA-Seq used was trimmed for Illumina adapters and low-quality terminal base pairs using trim galore. Filtered and trimmed sequences were mapped to the mouse genome build UCSC mm10 using the STAR software [31]. Gene expression was quantified as read counts using featureCounts [32]. Further batch normalization was applied using CombatSeq [33]. Data were normalized using RUVr [34] and upper quartile normalization; the EdgeR [35] R package was used for differential gene expression analysis, with significance achieved at FDR < 0.05 and fold change exceeding 1.5x. Enriched pathways were determined using Gene Set Enrichment Analysis (GSEA) against gene set collections compiled by MSigDB [36], with significance achieved at FDR < 0.25 per the software developers' best practices. Heatmaps were generated using the R statistical system. Upset plots for gene signatures were generated using the ComplexHeatmap R package.

### Analysis using GTex data

Transcriptomic profiles of 578 whole adult human lungs compiled by the Genotype-Tissue Expression (GTEx) project were downloaded. Gene symbols conserved between mouse and human were converted to the mouse symbols using Biomart. Gene signatures for each sample were computed using the summed z-scores method. First expression of each gene across all samples was converted to a z-score to determine how many standard deviations each gene was away from the mean. Next, for each sample z-scores of up-regulated genes were added, and z-scores of down-regulated genes were subtracted. Gene signature correlation was computed for all signatures using the Pearson correlation coefficient as implemented in the Python scientific library, with significance achieved for p-value < 0.05 [37].

### Analysis using the human blood data

Bronchopulmonary dysplasia (BPD) blood transcriptomics from newborns were downloaded from the dataset GSE32472 [38]. Gene symbols for genes conserved between mouse and human were converted to the mouse gene symbols using Biomart. Gene signatures for each sample were computed using the summed z-scores method as described above. Correlations of summed z-scores with numerical clinical variables were computed using the Python scientific library.

### Quantitative real-time PCR (qRT-PCR)

Total RNA was extracted from the lungs using the Quick-RNA MiniPrep kit (ZYMO Research, Cat# R1055) following manufacturer's instruction. RNA integrity was evaluated by Agilent 2100 bioanalyzer. cDNA was synthesized with 1 ug of total RNA using Applied Biosystems High-Capacity cDNA Reverse Transcription Kit (ThermoFisher, Cat# 4,374,966). qRT-PCR was conducted in duplicates on a 384-well plate on the Applied Biosystems QuantStudio 6 Pro system (ThermoFisher) using the Applied Biosystems TaqMan Fast Advanced Master Mix (2X) with following conditions (QuantStudio 6 Pro Fast run mode): hold 50 °C for 2 min, hold 95 °C for 20 s followed by 95 °C for 1 s and 60 °C for 20 s for 40 cycles. All gene expression assays were conducted using Applied Biosystems Taqman Probes (TaqMan® Gene Expression Assays, ThermoFisher Scientific). Genes of interest used in this study were *Chl1* (Mm00483313_m1) and *Cd109* (Mm00462151_m1). Three housekeeping genes, including *Vcl* (Mm00447745_m1), *B2m* (Mm00437762_m1) and *Tbp* (Mm01277042_m1), were selected as endogenous controls for normalization. Gene expression Ct values for both target and housekeeping genes were directly acquired by QuantStudio Design and Analysis software (DA2 software v2.6.0, ThermoFisher Scientific). The target gene expression (ΔCt value) was normalized through incorporation of the housekeeping genes *B2m/Vcl/Tbp* by the DA2 software. The changes in expression for genes of interest (ΔΔCt values) were calculated using the gene expression in room air values in the respective sex as reference, and the fold changes were generated using the 2^−ΔΔCt^ method.

### In situ hybridization

Mice were euthanized on PND21 with i.p. pentobarbital, lungs were inflated and fixed in 4% paraformaldehyde (PFA) for 24 h. Histomorphometry was carried out on 7-μm paraffin sections of samples (*n = *3 per sex/oxygen environment for WT). Samples were stained using hematoxylin and eosin (H&E), cover slipped with Vectamount permanent mounting medium (Vector labs, Newark, CA, USA), and imaged with Leica Thunder Imager DMi8 (Leica, Nußloch, Baden-Wurttemberg, Germany). On serial sections to the sections used for H&E, we performed in situ hybridization (ISH) using the BaseScope Duplex Kit (Advanced Cell Diagnostics, Hayward, CA, USA). Samples (*n = *3 per sex/oxygen environment) were treated with a *miR-30a* probe (Advanced Cell Diagnostics, Hayward, CA, USA) for 2 h at 4 °C. A positive control slide used a mixture of probes targeting housekeeping gene *Polr2A*. A negative control slide used dapB (a bacterial gene). Nuclei were counterstained with a 50% hematoxylin solution and mounted with Vectamount permanent mounting medium (Vetor labs, Newark, CA, USA). Slides were imaged using Leica Thunder Imager DMi8 (Leica, Nußloch, Baden-Wurttemberg, Germany).

### Statistical analysis

GraphPad version 9 (GraphPad Software, San Diego, CA) was used for data analysis. Data were expressed as means ± SE. Differences were assessed by three-way ANOVA to test for the independent effects of sex, genotype and hyperoxia. Multiple comparison correction (Bonferroni) was performed. Differences determined by ANOVA were considered significant if p-values were less than 0.05 after correction.

## Results

### Sex-specific differences in alveolarization were lost in miR-30a^−/−^ mice in the setting of neonatal hyperoxia exposure

Male and female *miR-30a*^−/−^ mice were exposed to room air or hyperoxia (95% FiO_2_) within 12 h of birth for 5 days, during the saccular stage of lung development. After recovering in room air until PND21, lung morphometry was assessed to evaluate the effect of hyperoxia in the absence of *miR-30a* expression. Representative lung sections (PND21) stained with hematoxylin and eosin from WT and *miR-30a*^−/−^ mice are shown in Fig. 2A**.** Alveolar development was quantified using mean linear intercept (MLI) and radial alveolar count (RAC) shown in Fig. 2. There was no difference between WT and *miR-30a*^−/−^ mice under normoxic conditions. Statistical analysis was performed by 3-way ANOVA to account for sex, genotype, and treatment. The statistical significance of the independent variables and their interaction terms are depicted in Additional file 2: Table S1. There was a significant impact of hyperoxia exposure on both the genotypes in either sex, with an increase in MLI and decrease in RAC upon hyperoxia exposure (Fig. 2B, C). In WT mice, MLI was lower and RAC higher in females compared to males. However, this sex-specific difference was lost in *miR-30a*^−/−^ mice. MLI was higher in *miR-30a*^−/−^ females compared to WT females in the hyperoxia group, with no differences between *miR-30a*^−/−^ males and females. For MLI, genotype, treatment, and sex also showed a main effect with all the interaction terms being significant except for 'treatment x genotype'. Genotype, treatment, but not sex, had a main effect on RAC and all the interaction terms were significant except 'genotype x treatment x sex'.

**Fig. 2:**
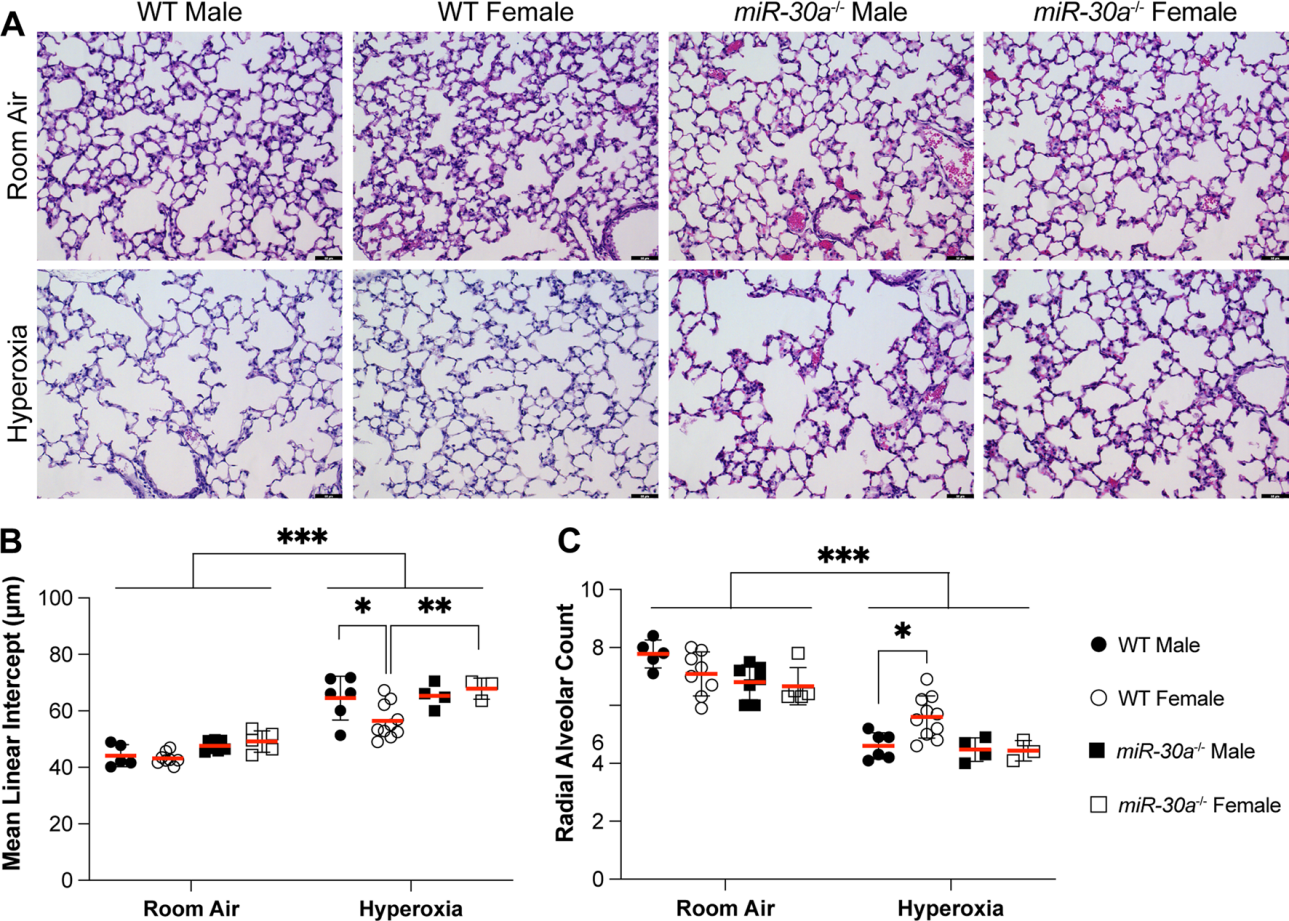
Sex-specific differences in alveolarization were lost in miR30a^−/−^ mice in the setting of neonatal hyperoxia exposure: Lung morphometry (mean linear intercept; MLI) and radial alveolar count (RAC) were measured in WT and *miR-30a*^−/−^ mice. **A** Representative hematoxylin and eosin-stained sections from male and female WT or *miR-30a*^−/−^ mice in the room air and hyperoxia groups at 40 × magnification. Black bars = 50 µm. **B** Quantitation of Mean linear intercept (MLI) or **C:** radial alveolar count (RAC) in neonatal WT and *miR-30a*^−/−^ mice exposed to room air or hyperoxia (95% FiO_2_, PND 1–5) on PND21. Values are mean ± SE. Independent biological replicates in each group are shown (*n = *3–10/group). Significant differences between groups are shown by *P < 0.05, **P < 0.01, and ***P < 0.001. Statistical analysis was performed using 3-way ANOVA

We also quantitated lung macrophages in WT and *miR-30a*^−/−^ mice (Fig. 3A). At baseline, the macrophage count was decreased in WT females (compared to WT males) and in miR*-30a*^−/−^ males (compared to WT males). Hyperoxia increased macrophages in the distal lung in all the hyperoxia exposed groups compared to room air controls. *miR-30a*^−/−^ mice had a lower macrophage count in the distal lung compared to WT mice (Fig. 3B). Main effects were significant for sex, genotype, and treatment by 3-way ANOVA (Additional file 1: Fig. S1). The interaction term of 'sex x genotype' was also significant.

**Fig. 3:**
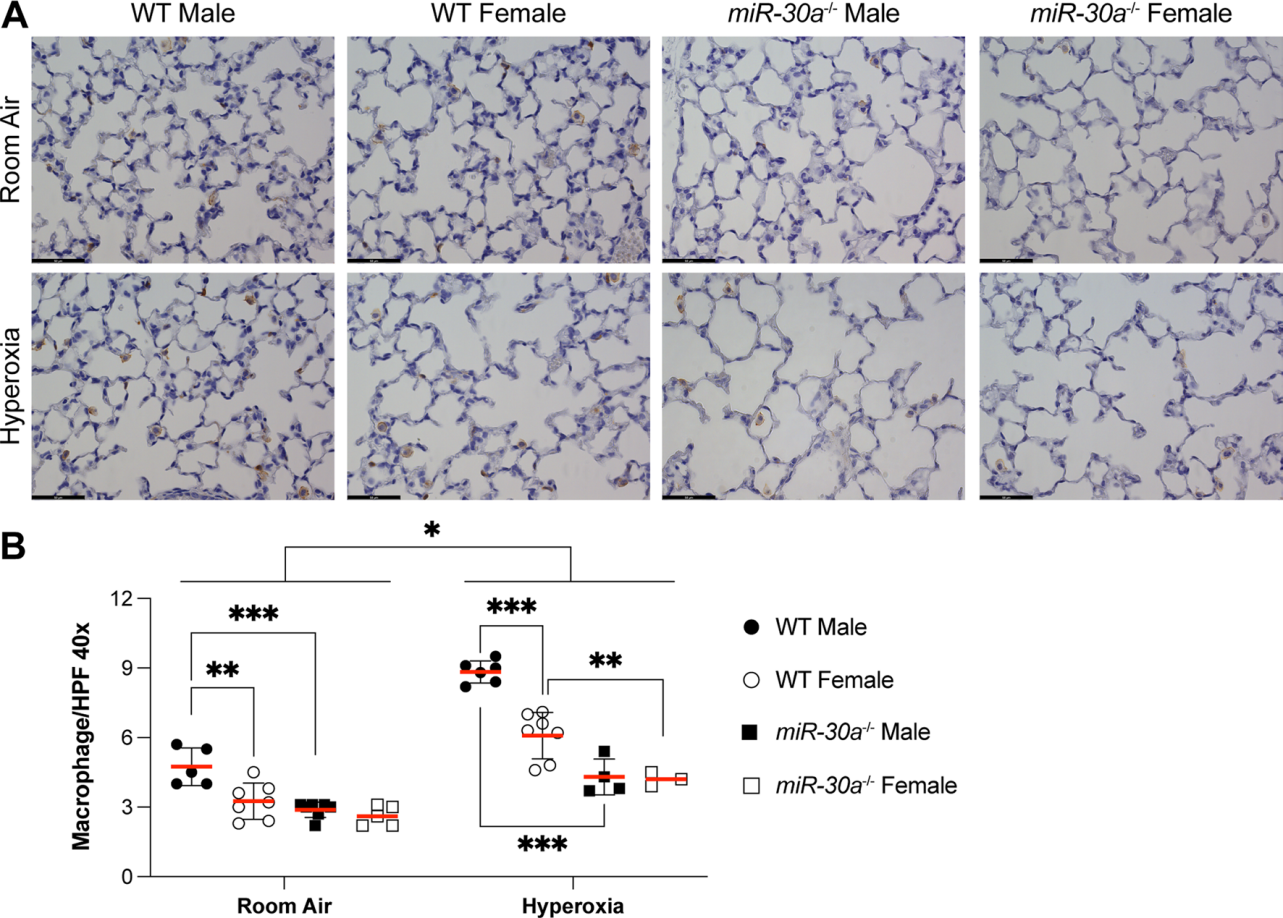
Sex-specific differences in macrophage counts were lost in miR-30a^−/−^ mice in the setting of neonatal hyperoxia exposure. **A** Representative lung sections from male and female WT and *miR-30a*^−/−^ mice in the room air and hyperoxia groups at 40 × magnification stained for macrophages using an F4/80 antibody. Black bars = 50 µm. **B** Macrophage quantitation by immunohistochemistry for F4/80 in neonatal WT and *miR-30a*^−/−^ exposed to room air or hyperoxia (95% FiO_2_, PND1-5) on PND21. Values are mean ± SE. Independent biological replicates in each group are shown (*n = *3–7/group). Significant differences between groups are shown by *P < 0.05, **P < 0.01, and ***P < 0.001. Statistical analysis was performed using 3-way ANOVA

#### Loss of miR-30a leads to similar impairment of distal lung vascular development in male and female mice

To assess the effects of hyperoxia on vascular development in the *miR-30a*^−/−^ cohort, vessel counts were quantified using anti-vWF antibodies, as described in methods. Representative lung sections from normoxia- and hyperoxia-exposed WT and *miR-30a*^−/−^ mice are shown in Fig. 4A. At baseline, the vessel count was decreased in *miR-30a*^−/−^ mice compared to WT mice of the same sex. As expected, there was a significant decrease (*P* < 0.01) in vessel count in the hyperoxia group when compared to the room air group (Fig. 4B). Vessel counts in the hyperoxia-exposed *miR-30a*^−/−^ female mice were significantly lower compared to the WT female mice; the same was true for males. Statistical analysis by 3-way ANOVA showed a main effect of treatment and sex, but not genotype (Additional file 1: Fig. S1). All the interaction terms were statistically significant.

**Fig. 4:**
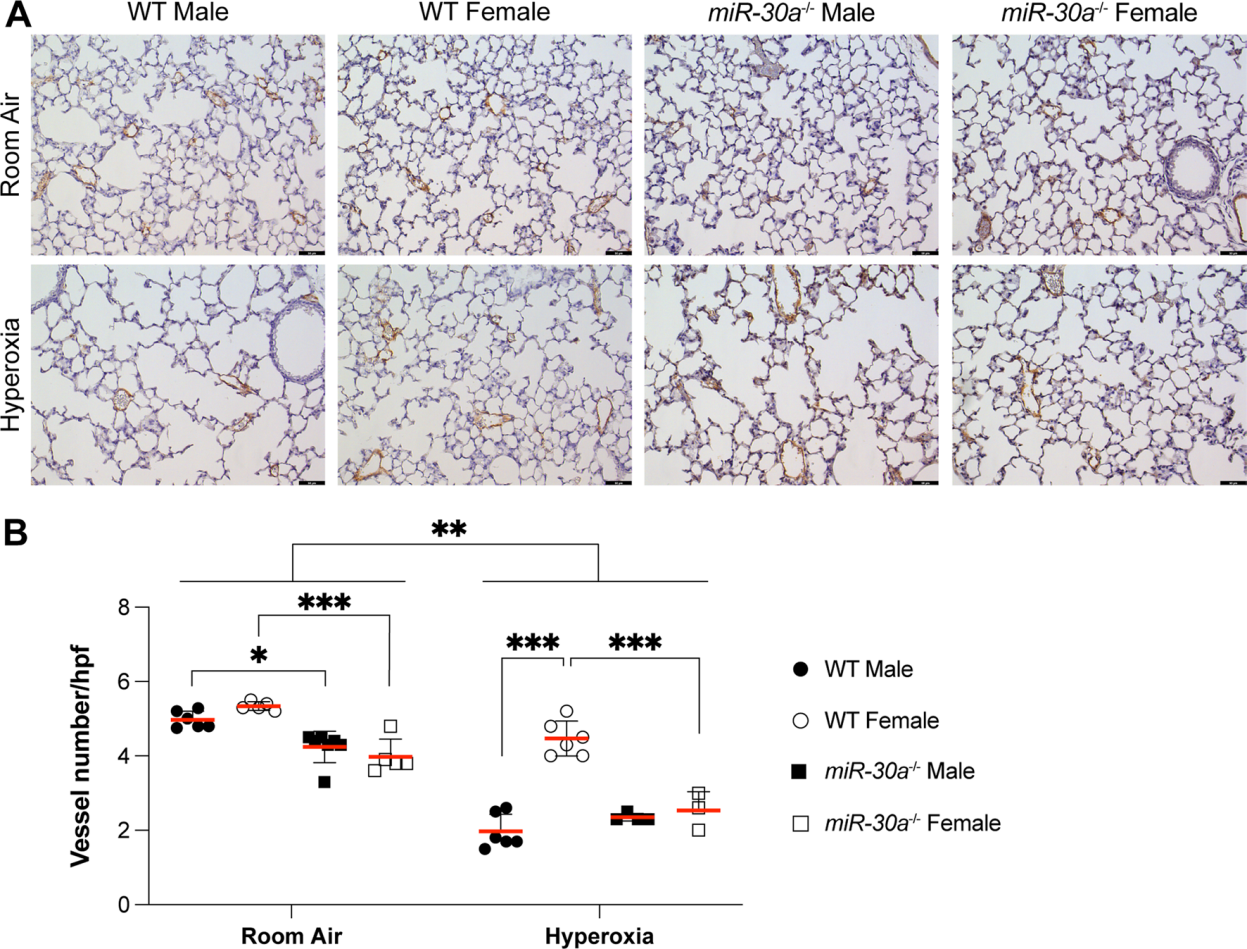
Loss of miR-30a lead to impairment of distal lung vascular development in male and female mice: pulmonary vascular density was assessed in the distal lung using immunohistochemistry for von Willebrand factor (vWF). Brown-stained vessels (< = 50um in diameter) were counted at 20× magnification per high power field (hpf), in 10 randomly chosen fields per lung in neonatal WT and *miR-30a*^−/−^ mice exposed to room air or hyperoxia (95% FiO_2_, PND1-5) on PND 21. **A** Representative immunostained images for von Willebrand factor in male and female WT and *miR-30a*^*−/−*^ mice in the normal air and hyperoxia groups at 20 × magnification. Black bars = 50 µm. **B** Values for counts of pulmonary vessels, are represented as mean ± SE. Independent biological replicates in each group are shown (*n = *3–6/group). Significant differences between groups are shown by *P < 0.05, **P < 0.01, and ***P < 0.001. Statistical analysis was performed using 3-way ANOVA

### Loss of miR-30a led to significant changes in gene expression in the neonatal lung exposed to hyperoxia

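RNA-Seq was analysed here for 12 whole lungs of *miR-30a*-/- mice, in which the *miR-30a* gene is deleted: 3 lungs per sex after hyperoxia and 3 per sex from room air controls. The pups breathed 95% or 21% oxygen from postnatal day (PND) 1 to PND 5, and the lungs were taken on PND 21. The authors trimmed the reads with trim galore, mapped them to the mouse genome (mm10) with STAR and counted them per gene with featureCounts. The values used here are these raw counts per gene, before the ComBat-seq, RUVr and upper-quartile steps that the paper lists. For library preparation the methods name the QIAseq Stranded Total RNA kit, whereas the sample descriptions name the NEBNext Ultra II Directional kit with rRNA removal. Wild-type (WT) libraries were not analysed here. Between 8763033 and 16741694 reads per lung were counted on genes. The medians were 13545905 in hyperoxia-exposed males, 11918439 in room air males, 11433321 in hyperoxia-exposed females and 15370857 in room air females. A gene with 3 counts, the smallest level taken as detectable, stood at 0.179 to 0.342 CPM, counts scaled to a common library size. No molecular identifiers are described, so such floors cover counting error only. *Mir30a* (ENSMUSG00000065405) lies on chromosome 1 of mm10 from 23272269 to 23272339 and had 0 counts in all 12 lungs. *Mir30c-2* (ENSMUSG00000065567), its neighbour from 23291701 to 23291784, also had 0 counts, so the deletion could not be measured from these counts. *Xist* (ENSMUSG00000086503, chromosome X) had 8834 to 27296 counts in the female lungs and 148 to 210 in the male lungs. *Ddx3y* (ENSMUSG00000069045, chromosome Y) had 0 counts in the female lungs and 270 to 715 in the male lungs. Differential expression was tested with edgeR's quasi-likelihood test after upper-quartile normalization, for the 45828 genes that passed edgeR's expression filter. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5, the thresholds of the paper. Background was estimated in each library from the reads per kilobase on olfactory and vomeronasal receptor genes, and the share of all counts on these genes, the receptor share, also served as a covariate in an alternative model.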

The overlap and differences in gene expression and modulated biological pathways in WT and *miR-30a*^−/−^ mice are highlighted in Fig. 5. 

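In the *miR-30a*-/- males, 0 genes were up-regulated and 0 down-regulated in the 3 hyperoxia-exposed lungs against the 3 room air lungs. The smallest adjusted p was 0.494 (edgeR). Without adjustment, 412 genes were higher and 825 lower at a p under 0.05. Together these were 1237 genes, where chance alone gives 2291 of the genes tested. The alternative that moved these counts most was RUVr with 2 factors and a likelihood ratio test, chosen after the values were seen, with 16 up-regulated and 85 down-regulated genes.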

The number of differentially expressed genes (DEGs; up- and down-regulated) is shown in Fig. 5A, comparing hyperoxia-exposed animals to controls in each genotype. 

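In the *miR-30a*-/- females, 0 genes were up-regulated and 1 was down-regulated in the 3 hyperoxia-exposed lungs against the 3 room air lungs. The down-regulated gene was *Gda* (ENSMUSG00000058624, guanine deaminase), on chromosome 19 from 21391307 to 21473445. Its expression was 39.6 ± 9.98 CPM (SD, n = 3) after hyperoxia and 105 ± 22.0 CPM (SD, n = 3) in room air. Its log2 fold change was −1.41 (standard error 0.21, adjusted p = 0.0176, edgeR), and background amounted to 9.00% of its counts. With each female lung left out in turn the log2 fold change stayed between −1.55 and −1.22. The call was lost with TMM normalization, with background subtracted, with the receptor share as a covariate and in fits without 1 lung. The adjusted p of *Gda* ranged from 5.2e-08 to 0.418 over the alternatives set before the data were examined. In the *miR-30a*-/- males *Gda* had a log2 fold change of −0.81 (standard error 0.21, adjusted p = 1.00). Without adjustment, 3354 genes were higher and 2421 lower in the females at a p under 0.05, 5775 genes in all. The paper's text does not give the number of RUVr factors. With 1 factor, 1535 genes were up-regulated and 363 down-regulated, and with 3 factors these counts were 1662 and 389. The largest number of up-regulated genes was 1819, with 2 factors and a likelihood ratio test, an alternative chosen after the values were seen. The difference between the responses of the 2 sexes was tested as an interaction. It called 0 genes without factors, with a smallest adjusted p of 0.578, while 3875 genes had an unadjusted p under 0.05. With 1 RUVr factor it called 2102 genes, a count that was not tried on other groupings of the lungs.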

Strikingly, the *miR-30a*^−/−^ female lung had nearly 2000 up-regulated genes, substantially higher that any of the other groups, leading us to speculate that loss of *miR-30a* has a greater impact on the female neonatal lung compared to the male. Genes that were either unique or common to one or more genotypes are represented in Fig. 5A. Compared to total number of DEGs, there were a minority that overlapped between the genotypes and sexes. 

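Within the *miR-30a*-/- mice, 0 genes were called in both sexes without RUVr factors, since the males had none. With 1 factor, 0 up-regulated genes and 2 down-regulated genes were shared by the sexes, and 1 gene was up-regulated in females and down-regulated in males. Across the genes tested, the log2 fold changes of the sexes had a Pearson correlation of −0.131 and a Spearman correlation of −0.176, and 41.4% of genes changed in the same direction. Genes are not independent replicates, so no p is given for this relation. From the number of up-regulated genes in the female lung, the paper proposes that the loss of *miR-30a* affects the neonatal lung more in females than in males.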

Among female mice, there were only 36 up-regulated and 8 down-regulated genes that were common between WT and *miR-30a*^−/−^ mice. To quantitatively derive potential functional relationships between gene signatures, analysis of gene signature summed z-scores in full human lung transcriptomes can capture unappreciated co-regulatory relationships between genes. Whereas large collections of human lung transcriptomes from newborns would be ideal for this purpose, they are not readily available; however, the adult human lung transcriptomes compiled by the GTEx consortium are a suitable alternative [39]. To study the clustering of the lung transcriptome responses based on genotype and sex, we used transcriptome profiles of healthy human adult lung samples (*n = *578) compiled by the GTEx consortium, one of the largest scale efforts to assess genotype/transcriptome relationships in phenotypically healthy individuals [37]. Summed z-scores for each human individual and each genotype signature were computed and assessed for inter-signature correlations. There was a clear separation between the *miR-30a*^−/−^ hyperoxia signatures, as shown in Fig. 5B, with the female *miR-30a*^−/−^ hyperoxia signature showing the most separation. 

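Gene sets were tested with limma's camera, with an inter-gene correlation of 0.01, on log2 CPM with a prior count of 2. The MSigDB collections were not used here. The 40 sets tested comprised gene families by symbol, marker lists of cell types, Seurat's cell cycle lists, Reactome sets, and core genes that Table S2 gives for a comparison other than the *miR-30a*-/- ones, called GO sets. Some cells of Table S2 were cut as supplied, so the GO sets may be incomplete. In the *miR-30a*-/- females 29 of the 40 sets had an adjusted p under 0.05, 5 of them higher and 24 lower under hyperoxia. In the *miR-30a*-/- males 13 sets did, 4 higher and 9 lower. The interaction between sex and hyperoxia passed for 28 sets. The median log2 change of all genes was 0.11 in females and −0.017 in males, and camera compares each set with the other genes. With the inter-gene correlation estimated from the data, the alternative that moved these results most, 0 sets passed in females, 1 having an unadjusted p under 0.05, and 0 sets had either in males. With background subtracted 24 of the 40 sets passed in females and 6 in males.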

Clustering of enriched biological pathways from Gene Ontology Biological Process, as determined by gene set enrichment analysis (GSEA), also revealed separation of the *miR-30a*^*−/−*^ hyperoxia-exposed female neonatal lung compared to the other genotypes and sexes (Fig. 5C). Among the enriched pathways most induced in *miR-30a*^−/−^ hyperoxia-exposed female neonatal lungs were those related to cell cycle and neuroactive ligand receptor interaction. 

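In the *miR-30a*-/- females the Reactome Cell Cycle set (486 genes) had a median log2 change of −0.17 under hyperoxia, and 31.9% of its genes were higher (adjusted p = 2.1e-09, camera, lower than other genes). The GO mitotic cell cycle process set (66 genes) had a median of −0.24 (adjusted p = 7.0e-06, lower). Genes of S phase (43 genes) had a median of −0.00064 (adjusted p = 0.441) and genes of G2/M phase (54 genes) a median of 0.080 (adjusted p = 0.580). Once the receptor share of each lung was a covariate, the Cell Cycle set had a median of −0.0090 and no longer passed, while with background subtracted it had −0.11 and passed (adjusted p = 0.0017). The neuroactive ligand receptor set was not tested here. Reactome GPCR ligand binding, which holds receptors of this kind (370 genes), had a median of 0.14 (adjusted p = 0.462). The GO G protein coupled receptor signaling pathway set (64 genes) had a median of −0.12 and was lower than other genes (adjusted p = 0.011). For this set, however, the median in only 1 of the 3 hyperoxia-exposed lungs lay under the room air mean.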

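In the *miR-30a*-/- males the Reactome Lipoprotein metabolism set (21 genes) had a median log2 change of 0.090 under hyperoxia (adjusted p = 0.136, camera). The Reactome set for the metabolism of angiotensinogen to angiotensins (12 genes) had a median of 0.044 (adjusted p = 0.333). Neither difference passed even without adjustment (unadjusted p = 0.065 and 0.205, camera). Over the alternatives the adjusted p of the angiotensinogen set ran from 0.015 to 0.997. That of the lipoprotein set ran from 0.150 to 0.997. With each male lung left out in turn, the angiotensinogen set moved between −0.075 and 0.18 and the lipoprotein set between 0.045 and 0.11. A PPAR signaling set was not tested, because the Reactome set chosen for it lists 1 gene.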

Lipoprotein assembly and remodeling, PPAR signaling pathway, and the renin angiotensin system were enriched in the *miR-30a*^−/−^ male lung (Additional file 3: Table S2). Since *miR-30a* would be expected to decrease the expression of target genes in the WT female hyperoxia-exposed lung, we identified biological pathways that were negatively enriched in the WT hyperoxia-exposed female lung, but positively enriched in the *miR-30a*^−/−^ female lung. (Fig. 5D). Sensory perception, nervous system process, calcium ion transport, skeletal muscle contraction, and epidermis development were positively enriched in the *miR-30a*^−/−^ female but negatively enriched in the WT female. Conversely, respiratory system development, collagen fibril organization, epithelial tube formation, and artery morphogenesis were negatively enriched in the *miR-30a*^−/−^ female lung but positively enriched in the WT female lung.

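Olfactory receptor genes, which sensory perception sets hold in large number, had a median log2 change of 0.44 in the *miR-30a*-/- females (1131 genes, 96.0% higher, adjusted p = 1.4e-15, camera). Vomeronasal receptor genes had a median of 0.47 (286 genes, 97.2% higher, adjusted p = 5.1e-15). Over the alternatives the olfactory median in these females ran from −0.0026 to 0.65, with adjusted p up to 0.975. The vomeronasal median ran from 0.0069 to 0.68, with adjusted p up to 0.936. In the *miR-30a*-/- males the olfactory receptors had a median of −0.12 (adjusted p = 0.0038), and the direction turned with background subtracted and in a fit without 1 lung. Both families together took 0.766% ± 0.0903 (SD, n = 3) of all counts in hyperoxia-exposed females and 0.555% ± 0.168 (SD, n = 3) in room air females. This difference did not hold up (exact permutation test, two-sided, p = 0.2, the smallest p that 3 lungs against 3 allow being 0.1). In males the share was 0.729% ± 0.216 (SD, n = 3) after hyperoxia and 0.771% ± 0.129 (SD, n = 3) in room air (exact permutation test, two-sided, p = 0.9). Read density on 98 X-linked genes silent in lung, relative to autosomal receptor genes, was 0.479 times as high in males as in females. The skeletal muscle markers had a median of 0.20 in the *miR-30a*-/- females (22 genes, adjusted p = 0.462), which turned to −0.34 once the receptor share was a covariate. The Reactome Striated Muscle Contraction set (31 genes) had a median of −0.043 (adjusted p = 0.0040, lower than other genes). Sets for nervous system process, calcium ion transport and epidermis development were not tested.

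**Figure D1:**
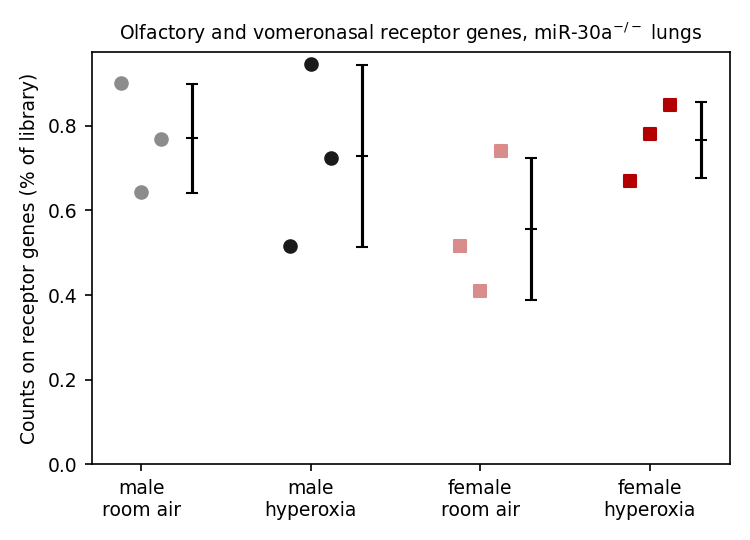
Share of all counts on olfactory and vomeronasal receptor genes (y axis, percent) in each *miR-30a*-/- lung, by sex and exposure (x axis). Each point is 1 lung, and the bar beside the points is the mean with its SD (n = 3); the shares run from 0.410% to 0.946% and the groups overlap.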

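In the *miR-30a*-/- females the GO respiratory system development set (51 genes) had a median log2 change of −0.17 (adjusted p = 6.6e-06, camera). The collagen fibril organization set (48 genes) had a median of −0.23 (adjusted p = 1.2e-05), and the epithelial tube formation set (68 genes) a median of −0.23 (adjusted p = 3.4e-07). All 3 sets were lower than other genes, and for each the median in 3 of the 3 hyperoxia-exposed lungs lay under the room air mean. The hyperoxia-exposed and room air lungs still overlapped in all 3 sets. Their medians were −0.0062, 0.0064 and 0.025 once the receptor share was a covariate, and none passed. With background subtracted they were −0.15, −0.11 and −0.13, and all 3 passed (adjusted p = 0.0050, 0.026 and 0.0022). Artery morphogenesis was not tested.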

**Fig. 5:**
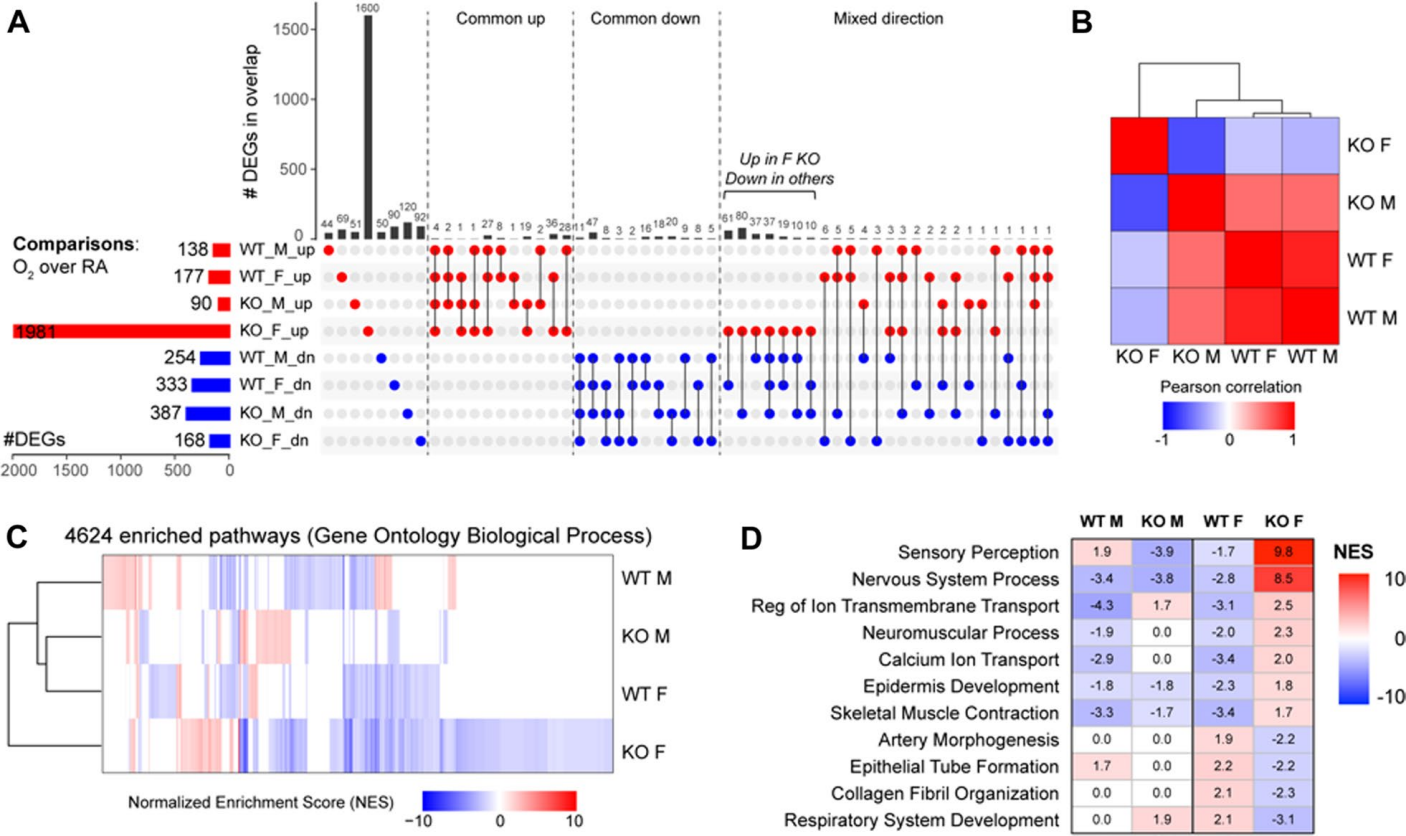
Loss of miR-30a led to significant changes in gene expression in the neonatal lung exposed to hyperoxia. **A** Number of differentially expressed genes in each genotype and sex in the hyperoxia-exposed lungs compared to room air controls. The number of up- and down-regulated genes shared between two or more genotypes, as well as the number of genes modulated in opposite directions between two or more genotypes, are depicted in the upset plot. **B** Correlation patterns of murine lung gene expression signatures scores over a large collection of healthy human lung transcriptomes. For studying the clustering of the lung transcriptome responses based on genotype and sex, we used transcriptome profiles of healthy human adult lung samples (*n = *578) compiled by the GTEx consortium. Summed z-scores for each human individual and each genotype signature were computed and assessed for inter-signature correlations. The *miR-30a*^−/−^ female hyperoxia signature was clearly separated from the other signatures. **C** Pathway-based cluster analysis of gene expression signatures. Gene Set Enrichment Analysis (GSEA) was used to quantify the enrichment of GO Biological Process pathways, and hierarchical clustering and heatmaps were generated using the significant normalized enrichment scores (NES at FDR < 0.25). The *miR-30a*^−/−^ female hyperoxia signature clustered distinctly compared to the other signatures. **D** Biological pathways enriched in WT and *miR-30a*^−/−^ male and female lungs upon exposure to hyperoxia. The highlighted pathways were enriched in the *miR-30a*^−/−^ female but modulated in the opposite direction in the WT female lung

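*Chl1* (ENSMUSG00000030077, chromosome 6 from 103510586 to 103750211) stood at 21.3 ± 2.63 CPM (SD, n = 3) in hyperoxia-exposed *miR-30a*-/- females and 14.4 ± 4.22 CPM (SD, n = 3) in room air females. Its log2 fold change was 0.58 (standard error 0.26, adjusted p = 0.384, edgeR), and the 3 hyperoxia-exposed lungs lay above the 3 room air lungs. With 1 RUVr factor its log2 fold change was 0.60 and the gene was called, and once the receptor share was a covariate it was 0.016. Over the alternatives set before the data were examined it ran from 0.016 to 1.19. *Cd109* (ENSMUSG00000046186, chromosome 9 from 78615546 to 78716253) stood at 19.5 ± 5.36 CPM (SD, n = 3) and 13.9 ± 3.23 CPM (SD, n = 3), a log2 fold change of 0.49 (standard error 0.25, adjusted p = 0.410). This became −0.046 with the receptor share as a covariate. *Lgi1* (ENSMUSG00000067242, chromosome 19 from 38264536 to 38312214) had a log2 fold change of 0.34 (standard error 0.15, adjusted p = 0.378). *Il22ra2*, *Themis*, *Sptssb*, *Dsc2*, *Trdn* and *Neb* had log2 fold changes from 0.22 to 0.35 in the females, with adjusted p from 0.440 to 0.840. The direction of *Dsc2*, *Trdn* and *Neb* turned with that covariate. Background amounted to 78.8% of the counts of *Chl1*, 47.3% for *Cd109*, 68.2% for *Lgi1* and 88.8% for *Trdn*. Of the 20 genes that the paper names from these lungs, 20 were higher in hyperoxia-exposed females, and in 4 the groups did not overlap, where chance gives 10% of unselected genes. The paper chose these genes on the same lungs, so neither number is a test. Without adjustment 6 had a p under 0.05, but 0 passed after adjustment over the 20 genes (smallest adjusted p 0.139) or over all genes. In the *miR-30a*-/- males *Dsc2*, *Trdn* and *Neb* had log2 fold changes of −1.32, −0.94 and −1.64 (adjusted p = 1.00 for each). For *Neb*, 1 room air male stood at 632 CPM against 93.1 and 78.9 CPM in the other two.

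**Figure D2:**
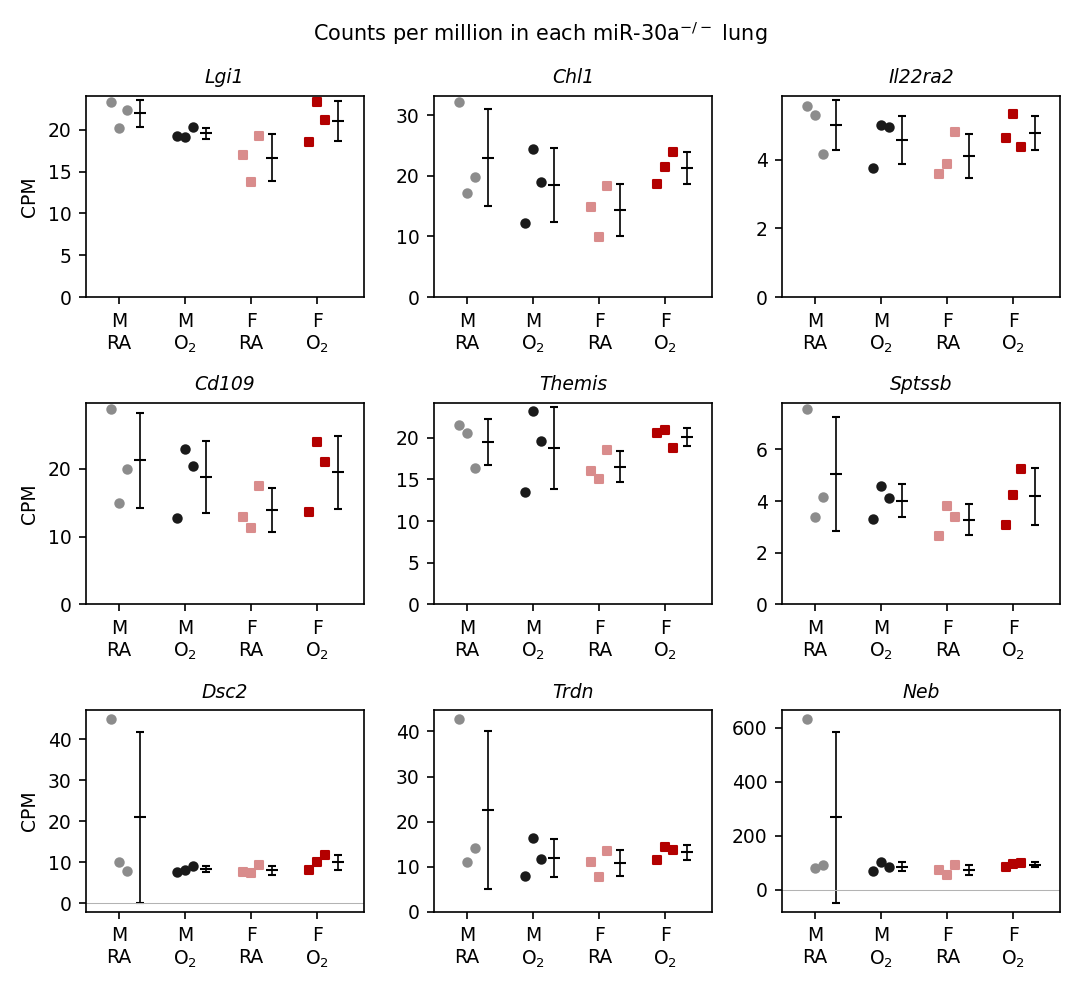
CPM (y axis) of 9 genes in each *miR-30a*-/- lung, by sex and exposure (x axis: M, male; F, female; RA, room air; O_2_, hyperoxia). Each point is 1 lung, and the bar beside the points is the mean with its SD (n = 3); for *Dsc2*, *Trdn* and *Neb*, 1 room air male lies far above the other lungs.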

Figure 6A highlights examples of differentially expressed genes that were upregulated in *miR-30a*^−/−^ females but downregulated in the WT female upon exposure to hyperoxia compared to controls maintained in room air. We selected genes that were known *miR-30a* targets and down-regulated in the female WT lung but upregulated in the female *miR-30a*^−/−^ lung for validation by qRT-PCR in an independent cohort of mice, similarly, exposed to hyperoxia and euthanized on PND21. One of the targets we validated was *Chl1* (Cell Adhesion Molecule L1 Like), a protein that functions as an extracellular matrix and cell adhesion protein and potentiates integrin-dependent cell migration towards extracellular matrix proteins. *Chl1* expression was increased in *miR-30a*^−/−^ hyperoxia-exposed females compared to its room air control and compared to WT hyperoxia-exposed females (Fig. 6B). In the LungMAP database, the *Chl1 gene* was expressed in airway basal cells, goblet cells, and PNECs (Fig. 6D, E).

**Fig. 6:**
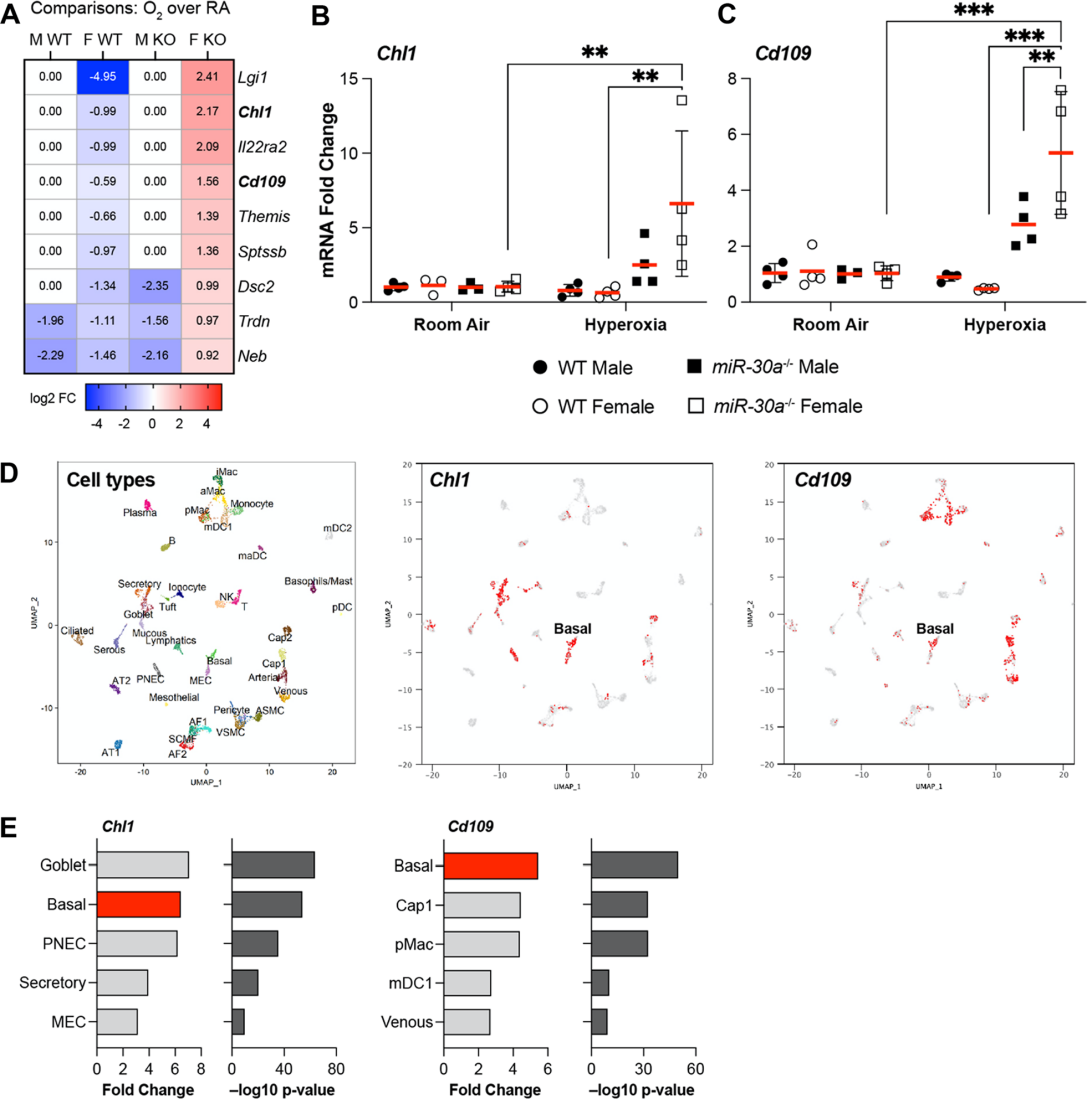
Validation of RNA-Seq data by qRT-PCR.**A** Examples of differentially expressed genes that were upregulated in *miR-30a*^−/−^ female but downregulated in the WT female by RNA-Seq. We selected target genes that were known *miR-30a* targets and down-regulated in the female WT lung but upregulated in the *miR-30a*^−/−^ lung for validation by qRT-PCR. **B** *Chl1* mRNA expression **C** *Cd109* mRNA expression. Values are mean ± SD. Independent biological replicates in each group are shown (*n = *3–4/group). Statistical analysis was performed using 3-way ANOVA. Significant differences between groups are shown by **P < 0.01, and ***P < 0.001. **D** Cell-type specific expression of *Chl1* and *Cd109* from the LungMAP database. UMAP plots showing different lung cell sub-populations and expression of *Chl1* and *Cd109* in basal cells. **E** Expression levels of *Chl1* and *Cd109* (Fold change and -log _10_ p value) in the lung cell types. The cell groups with the highest expression are depicted here. PNEC: pulmonary neuroendocrine cell; MEC: myoepithelial cell; Cap1: general capillary endothelial cell; pMAC: tissue resident macrophage; mDC1: classical dendritic cell subset 1

Another gene target that we validated was *Cd109*, which encodes a glycosyl phosphatidylinositol (GPI)-linked glycoprotein on the surface of platelets, activated T-cells, and endothelial cells. The protein negatively regulates signaling by transforming growth factor beta (TGF-beta) by binding to it. In our validation by qRT-PCR, *Cd109* expression was increased in *miR-30a*^−/−^ hyperoxia-exposed females compared to its room air control, compared to WT hyperoxia-exposed females, and compared to *miR-30a*^−/−^ hyperoxia-exposed males (Fig. 6C). In the LungMAP database, the *Cd109* gene was highly expressed in the basal cells in the human lung airway in addition to other cell types (Fig. 6D, E).

### Gene expression signature in the miR-30a^−/−^ female lung associated with human BPD blood transcriptomes

The distribution of summed z-scores for the hyperoxia gene signatures from the four genotypes at PND21 was compared to gene expression signatures obtained from the blood of human preterm neonates who developed BPD [38]. Four clinical variables were chosen: gestational age, birth weight, BPD status, and oxygen requirement at 28 days and the samples were stratified by sex (Fig. 7A). The WT female hyperoxia signature positively correlated with gestational age, and negatively with BPD status. Interestingly, the gene signature pattern in *miR-30a*^−/−^ males correlated positively with both gestational age and birth weight and negatively with BPD status and oxygen therapy at 28 days. Strikingly, the transcriptomic signature from the hyperoxia-exposed *miR-30a*^−/−^ female lungs had a negative correlation with gestational age and birth weight and a positive correlation with BPD status. The correlation values based on BPD disease severity are shown in Fig. 7B. Distribution of summed z-scores (y-axis) for the murine lung hyperoxia signatures were correlated with the gene signature in human newborn blood samples collected at PND28, stratified by biological sex and by BPD status (x-axis: BPD severity; no BPD, mild, moderate, and severe). A significant negative correlation with either the WT female or *miR-30a*^−/−^ male hyperoxia signatures, but a significant positive correlation with the *miR-30a*^−/−^ female hyperoxia signature. We next identified biological pathways that were similarly enriched between the *miR-30a*^−/−^ female lung hyperoxia exposure and the human BPD patients (compared to healthy controls) but modulated in the opposite direction by hyperoxia in the WT female lung (Fig. 7C). 

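In the *miR-30a*-/- females the keratin-associated protein genes had a median log2 change of 0.21 under hyperoxia (55 genes, 80.0% higher, adjusted p = 0.0261, camera). The GO histone methylation set (69 genes) had a median of −0.23 (adjusted p = 2.5e-08), and the GO chromatin organization set (67 genes) a median of −0.20 (adjusted p = 1.7e-07), both lower than other genes. With the receptor share as a covariate the 3 medians were 0.019, 0.020 and 0.046 and none passed. With background subtracted they were 0.11, −0.14 and −0.12 (adjusted p = 0.813, 0.0024 and 0.0055). Human samples and sets for ion transport, neurotransmitter metabolism and vasoconstriction were not analysed here.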

Pathways related to keratinization, ion transport, neurotransmitter metabolic process, and regulation of vasoconstriction were positively enriched in the *miR30a*^−/−^ female lung and human BPD, while histone methylation and chromatin organization were negatively enriched in both.

**Fig. 7:**
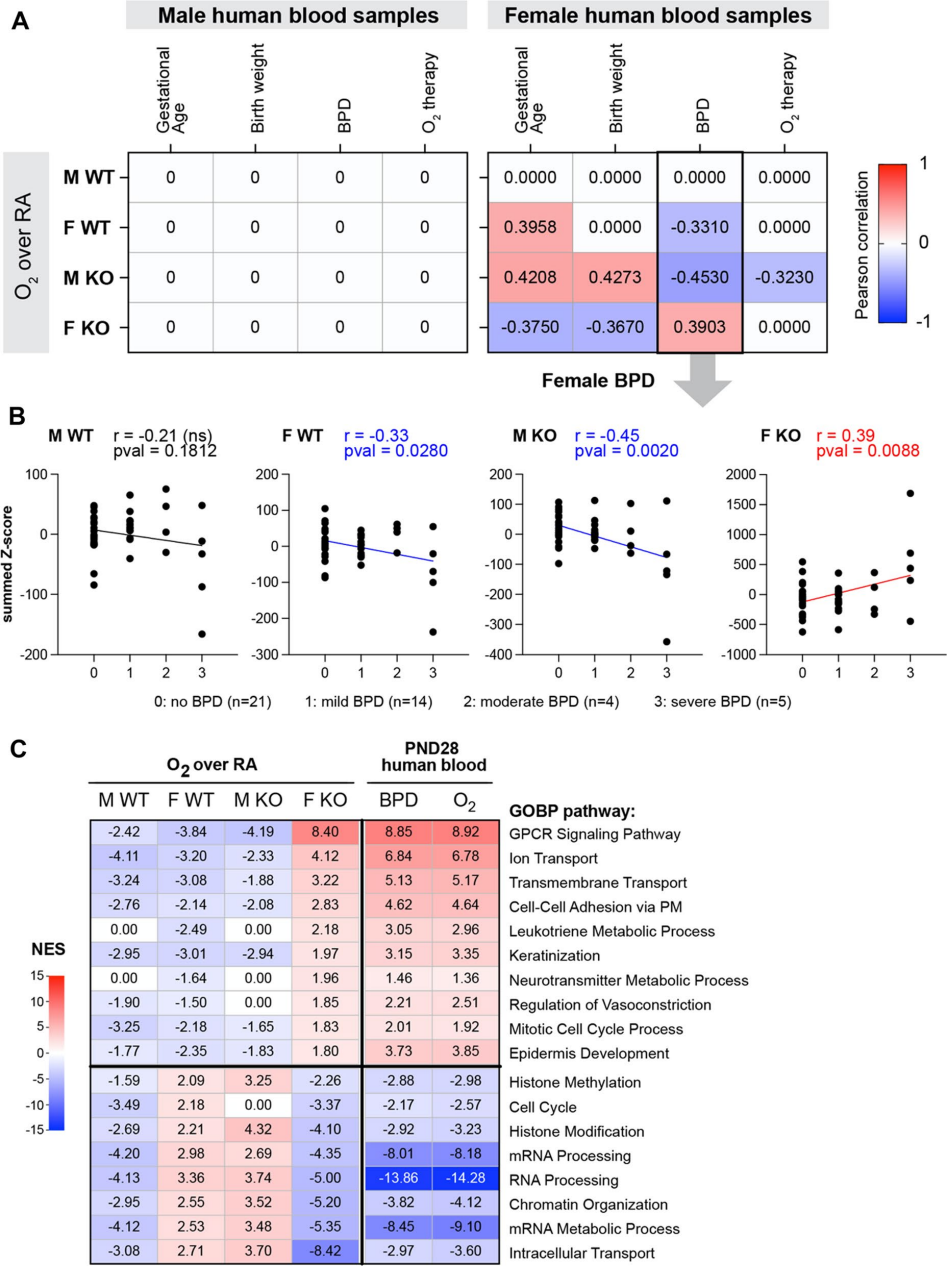
Gene expression signature in the miR-30a^−/−^ female lung associated with human BPD blood transcriptomes. **A** The distributions of summed z-scores for the hyperoxia gene signatures from the four genotypes at PND21 were compared to the gene expression signatures obtained from the blood of human preterm neonates who developed BPD. In the human study, 111 preterm neonates of < 32 weeks gestation were included in the study. 43 neonates had no BPD, 40 had mild BPD, 13 had moderate and 15 had severe BPD. Disease severity was graded according to criteria proposed by Jobe and Bancalari [80]. Pearson correlation coefficient values are shown, correlating hyperoxia signatures to each clinical variable (gestational age, birth weight, BPD status, and oxygen requirement). **B** Distribution of summed z-scores (y-axis) for the murine lung hyperoxia signatures were correlated with the human newborn blood samples collected at PND28, stratified by biological sex and by BPD status (x-axis: BPD severity; no BPD, mild, moderate, and severe). Association was evaluated using the parametric Pearson correlation, with the Pearson correlation coefficient (r) and *p*-values indicated. **C** Selected Gene Ontology pathways and their normalized enrichment scores observed in the blood transcriptome of BPD patients at PND28, and the murine lung exposed to hyperoxia (WT and *miR-30a*^−/−^). Biological pathways that were correlated between the *miR-30a*^−/−^ female lung signature with the human BPD patients, while modulated in the opposite direction in WT female lung are highlighted

### miR-30a was expressed in the bronchioles in the lung upon exposure to hyperoxia compared to vessels and the lung parenchyma

To delineate cell-specific expression of *miR-30a* in the murine lung we performed in situ hybridization in lung sections, shown in Fig. 8. The expression was mainly localized to the bronchiolar epithelial cells (Fig. 8B, C, E). Expression was also measured in the vessels and the lung parenchyma, but the expression was lower compared to the bronchiolar epithelium. Overall, the expression was higher in the female lung after exposure to hyperoxia in the bronchioles but was not statistically significant.

**Fig. 8:**
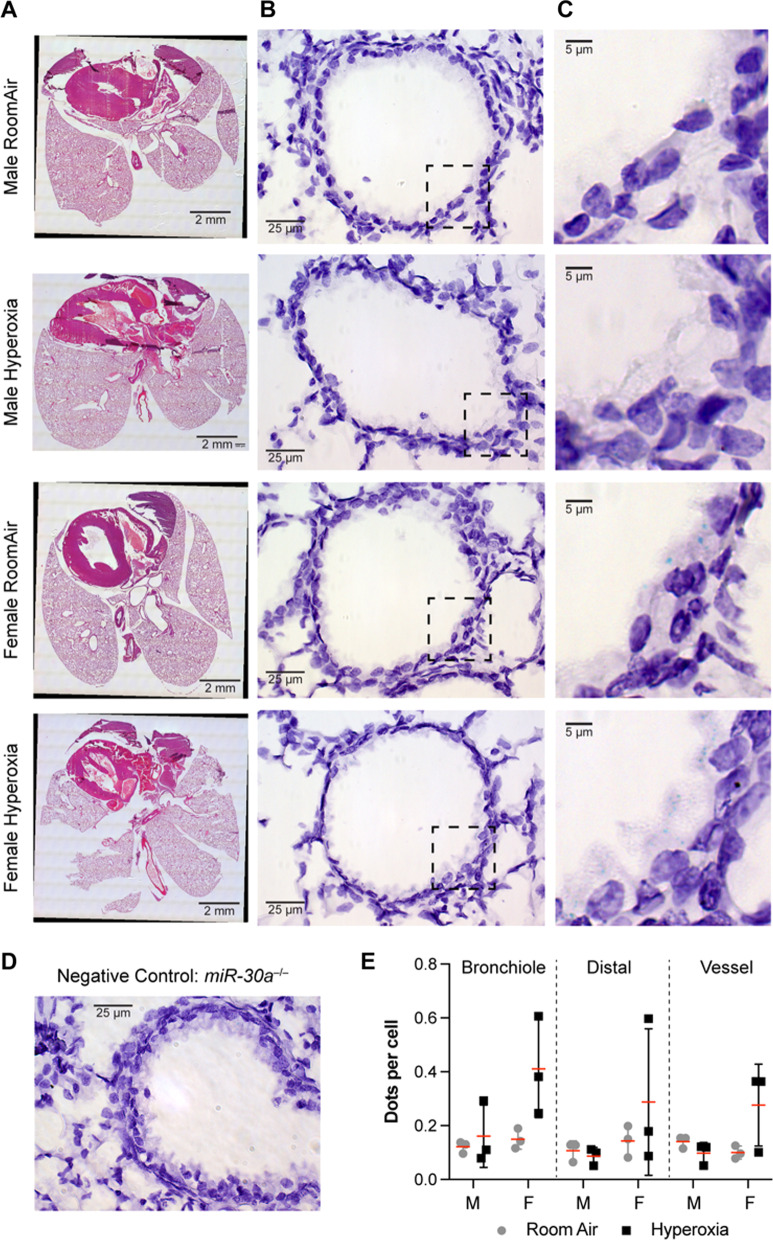
miR-30a was expressed in the bronchiolar epithelial cell population in the lung upon exposure to hyperoxia: In situ, hybridization in representative WT lung sections for miR-*30a* identified the spatial localization of *miR-30a* in the lung in hematoxylin-stained sections, with consecutive sections stained with eosin and hematoxylin for lung structure. **A** Tiled H&E image of the entire lung section subjected to *miR-30a *in situ hybridization. Black bars = 2 mm. **B** Representative lung regions (40×) focused on bronchioles to discern *miR-30a* expression pattern in the lung. Black bars = 25 µm. **C** Magnified (60×) images of the bronchioles showing the punctate light blue staining of *miR-30a* expression in the bronchial epithelial cells, highest in the WT female lung exposed to hyperoxia. Black bars = 5 µm. **D** Representative lung section from a *miR-30a*^−/−^ mouse showing absence of punctate staining. Black bar = 25 µm. **E** Quantitation of *miR-30a* staining in the lung in the different anatomical regions (bronchioles, lung parenchyma and vessel) for males (M) or females (F) exposed to room air (grey circles) or hyperoxia (black squares). *N* = 3/group

## Discussion

Neonatal male mice show greater arrest in alveolarization and vascularization following exposure to hyperoxia when compared to females [18]. This protective effect in female mice is accompanied by increased *miR-30a* expression [26]. In this investigation, we examined the role of *miR-30a* in alveolarization and vascular development and showed that *miR-30a* modulates sex-specific differences in neonatal lung in hyperoxic conditions. Significantly, *miR-30a*^−/−^ mice did not exhibit sex-specific differences in alveolarization and vascular development in the postnatal hyperoxia model, as previously reported in WT mice [18]. Without expression of *miR-30a,* both sexes suffered similar adverse impact in alveolarization and vascular development when exposed to hyperoxia.

Post-transcriptional regulation of many protein-coding genes is modulated by small noncoding RNAs, called miRNAs (miRs). They mainly act to decrease gene expression of their target genes by decreasing mRNA stability. Each miRNA can have up to hundreds of downstream target genes and individual genes can be modulated by multiple miRs. Differential expression of miRNAs could be a potential mechanism underlying sexual dimorphism in a variety of diseases. Bronchopulmonary dysplasia has a multifactorial etiology and is a disease that specifically afflicts the developing preterm lung. Males are more susceptible to the development of this disease, which suggests that sex as a biological variable plays a crucial role in its pathophysiology [40]. Many studies have emphasized the role of miRs in the pathophysiology of BPD, however they did not address the sex-specific differences in their expression or regulation [41–50]. *miR-30a* emerged as one of the possible factors mediating the sex-specific differences in our previous study [26]. In vivo*,* the hyperoxia-exposed female lung showed higher *miR-30a* expression and in vitro female human pulmonary microvascular endothelial cells showed increased expression of *miR-30a* upon exposure to hyperoxia. *miR-30a* has anti-inflammatory [51, 52] and anti-fibrotic [53, 54] effects in various organ systems and disease processes.

Multiple publications have investigated the role of *miR-30a* in pulmonary diseases. *miR-30a* was down-regulated in the bronchoalveolar lavage fluid and lung samples obtained from patients with idiopathic pulmonary fibrosis (IPF) [55–57]. The adverse phenotype observed in the *miR-30a*^−/−^ lung could be attributed to many downstream targets with relevance to lung diseases including idiopathic pulmonary fibrosis, COPD, and asthma [58, 59]. *miR-30a* stabilizes pulmonary vessels by decreasing vascular hyperpermeability [60] and was downregulated in a model of hypoxia-induced pulmonary hypertension [61]. In a case control study, which reported the expression profiles of miRNAs in the peripheral blood of very low birth weight preterm infants, *miR-30a* expression was decreased both in babies with evolving BPD at 2 weeks postnatal age and at 36 weeks of post-menstrual age. [21].

We noted the macrophage count in the hyperoxia exposed *miR-30a*^−/−^ lungs to be lower than hyperoxia exposed WT mice. The macrophage population within the lung is very heterogenous with unique niches and biological roles [62–64]. *miR-30a* plays a role in macrophage polarization [65–67] and the distinction between alveolar and interstitial macrophages in the *miR-30a*^−/−^ lung and macrophage polarization state needs to be investigated in future experiments. Interestingly, pathways related to sensory perception and nervous system process were enriched in the *miR-30a*^−/−^ female lung upon exposure to hyperoxia compared to the WT female lung. Among the genes upregulated in the *miR-30a*^−/−^ hyperoxia- exposed female lung are those enriched in pulmonary neuroendocrine cells (PNECs). 

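A list of 15 markers of pulmonary neuroendocrine cells, without the genes that the paper names, had a median log2 change of 0.052 in hyperoxia-exposed *miR-30a*-/- females (adjusted p = 0.588, camera). The difference from other genes did not hold up.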

PNECs have important roles in airway physiology and immunity by producing bioactive amines and neuropeptides [68]. Many pulmonary diseases exhibit PNEC hyperplasia [69, 70]. These include genes such as chromogranin A (*Chga*), chromogranin B (*Chgb*), secretogranin-II (*Scg2*), Ubiquitin C-Terminal Hydrolase L1 (*Uchl1*), olfactory receptor genes (*Olfr 78*), calcitonin related genes (*Calcb* and *Calcr*) and Neural cell adhesion molecule 1 (*Ncam 1*) [70–73]. 

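*Olfr78* (ENSMUSG00000043366, chromosome 7 from 102738511 to 102759471) stood at 8.32 ± 0.579 CPM (SD, n = 3) in hyperoxia-exposed *miR-30a*-/- females and 5.36 ± 2.31 CPM (SD, n = 3) in room air females. Its log2 fold change was 0.65 (standard error 0.25, adjusted p = 0.357, edgeR), and with 1 RUVr factor it was 0.70 and the gene was called. The estimated background equalled 102% of its counts. *Uchl1* (ENSMUSG00000029223, chromosome 5 from 66676091 to 66687234) had a log2 fold change of 0.49 (standard error 0.23, adjusted p = 0.389), and its 3 hyperoxia-exposed lungs lay above the 3 room air lungs. *Chgb* (ENSMUSG00000027350, chromosome 2 from 132781278 to 132795079) had a log2 fold change of 0.39 (standard error 0.17, adjusted p = 0.370). *Chga*, *Scg2*, *Calcb*, *Calcr* and *Ncam1* had log2 fold changes from 0.13 to 0.43, with adjusted p from 0.432 to 0.685. With the receptor share as a covariate, *Scg2*, *Calcr* and *Ncam1* turned lower. Background amounted to between 29.2% and 55.1% of the counts of *Uchl1*, *Chgb* and these 5 genes.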

*Tubb3* expression was also higher. 

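*Tubb3* (ENSMUSG00000062380, chromosome 8 from 123411424 to 123422015) stood at 7.75 ± 1.27 CPM (SD, n = 3) in hyperoxia-exposed *miR-30a*-/- females and 6.44 ± 1.61 CPM (SD, n = 3) in room air females. The log2 fold change was 0.27 (standard error 0.20, adjusted p = 0.519, edgeR), a difference within the spread between lungs. Background amounted to 29.5% of its counts.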

Airway basal stem cells give rise to *Tubb 3* + PNECs and *Tubb 3* + PNECs are increased in infant diseases [73]. A study in infants with BPD also revealed a higher number of pulmonary neuroendocrine cells [74]. Basal cell markers, such as *Krt5* and *Trp63,* were also upregulated in the *miR-30a*^−/−^ hyperoxia-exposed female lung [65]. 

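*Krt5* (ENSMUSG00000061527, chromosome 15 from 101707070 to 101712898) stood at 10.2 ± 1.42 CPM (SD, n = 3) in hyperoxia-exposed *miR-30a*-/- females and 9.43 ± 0.812 CPM (SD, n = 3) in room air females. Its log2 fold change was 0.11 (standard error 0.51, adjusted p = 0.927, edgeR), and −0.26 with the receptor share as a covariate. *Trp63* (ENSMUSG00000022510, chromosome 16 from 25683763 to 25892102) stood at 20.6 ± 2.28 CPM (SD, n = 3) and 14.9 ± 4.89 CPM (SD, n = 3), a log2 fold change of 0.47 (standard error 0.18, adjusted p = 0.357). With each lung left out in turn it moved between 0.30 and 0.75, and it was called in the fit with the largest change. Background amounted to 54.1% of the counts of *Trp63* and 24.9% of those of *Krt5*. The 12 airway basal cell markers had a median log2 change of 0.0045 (adjusted p = 0.400, camera).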

Basal cells function as tissue-specific stem cells participating in repair after lung injury. The biological relevance of these genes in the *miR-30a*^−/−^ hyperoxia-exposed female mice needs to be examined in future studies. Interestingly, the neurotransmitter metabolic process was a biologic pathway enriched in the blood transcriptomic signature of preterm babies with BPD and the *miR-30a*^−/−^ hyperoxia- exposed female lung.

We validated two genes (*Cd109 and Chl1*) that were predicted to be *miR-30a* targets and were upregulated in the *miR-30a*^−/−^ and downregulated in the WT hyperoxia-exposed neonatal female lung. In a model of oxygen-induced retinopathy, Xu et al*.* reported that CD109 was among the most down-regulated proteins in hypoxic retinal endothelial cells. Overexpression of CD109 decreased, while downregulation increased endothelial cell proliferation in both human retinal and umbilical vein endothelial cells [75]. CD109 is a GPI-anchored protein that acts as a TGF-β co-receptor and a negative regulator of TGF-β signaling. It facilitates TGF-beta receptor endocytosis and subsequent degradation, thus inhibiting TGF-beta signaling [76]. *Chl1* is expressed in the mouse carotid body, and loss of *Chl1* decreased mortality and improved adaptation to acute hypoxia [77]. In a study involving pulmonary adaption to hypoxia at high altitude, *Chl1* was one of the most downregulated genes, possibly modulating the enhanced ventilatory response after exposure to hypoxia. [78] These target genes are expressed in the airway epithelium, basal cells, and PNECs as shown from the LungMAP database. Furthermore, ISH studies from this study localized *miR-30a* in the bronchioles. *miR-30a* expression was increased in bronchial brushings, and *miR-30a* transcripts were localized to human bronchial epithelium [79]. PNECs are found at airway bifurcations or bronchioloalveolar junctions and serve as airway sensors to control lung immune response [68, 73]. Taken together, these data suggest a possible role of *miR-30a* in the pulmonary basal cells and/or PNECs.

We recognize the limitations of this current investigation. The findings in this study are from a global knock-out/loss of *miR-30a*. Intrapulmonary delivery strategies for inhibiting *miR-30a* or cell-specific loss of *mir-30a* would be superior to elucidate the organ-specific or cell-specific role of *miR-30a*. Long-term functional consequences of *miR-30a* loss related to lung function and pulmonary hypertension were not measured in this study. The cell-specific expression data in human lungs may be tightly associated with the developmental stage of the human lung and needs further validation. The correlation between mouse lung samples and human blood samples is not ideal, but these findings lend translational relevance of the biological role of *miR-30a* in BPD pathogenesis. Additionally, findings from the murine model may not translate directly to humans. However, several parallels between *miR-30a* expression in human patients with other lung diseases (COPD, asthma, and IPF) that possess similarities in phenotypes to BPD support the translational relevance of this miRNA [57, 59, 65]. In conclusion, we show the loss of sex-specific differences in neonatal hyperoxic lung injury after loss of *miR-30a* and a significant impact of *miR-30a* loss in the female neonatal lung. We also highlight the enrichment of genes expressed in PNECs and airway basal cells in *miR-30a-/-* female lungs exposed to hyperoxia.

## Perspectives and significance

We believe our data present a significant advancement in explaining the molecular basis behind the sex-specific differences of neonatal hyperoxic lung injury and BPD. The primary mechanisms of *miR-30a* regulation and functional outcomes remain elusive. Exploring whether supplementation of *miR-30a* through AAV-mediated or other approaches can rescue or improve the lung injury phenotype in the murine hyperoxic lung injury model should be the focus of future research.

## Conclusions

*miR-30a* could be one of the biological factors mediating resilience of the preterm lung to neonatal hyperoxic lung injury. A better understanding of the effects of *miR-30a* on pulmonary angiogenesis and alveolarization may lead to novel therapeutics for the treatment of BPD.

### Supplementary Information

**Additional file 1.** 3-way ANOVA analysis.

**Additional file 2: Table S1.** Differentially expressed genes (Hyperoxia over Room Air).

**Additional file 3: Table S2.** Gene Set Enrichment Analysis (GSEA).

## Data Availability

The *miR-30a*^*−/−*^ data have been submitted to NCBI GEO (GSE213287). Previous WT samples were submitted to NCBI GEO (GSE97804). The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request**.** Bronchopulmonary dysplasia (BPD) blood transcriptomics from newborns were downloaded from the public NCBI GEO dataset GSE32472.

How the deposited data were processed for this re-analysis (not part of the article)

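RNA-Seq of whole lungs from 12 *miR-30a*-/- mice on PND 21 was analysed, 3 per group, in 4 groups of sex and exposure (hyperoxia or room air from PND 1 to PND 5). Sex, exposure and animal number were taken from the sample titles and characteristics. Each column of the count table was matched to 1 sample, and 0 columns of values were left without a sample. The labels name the same sequencing lane for all libraries and give no sequencing date or library batch.

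The authors trimmed the reads with trim galore, mapped them to mm10 with STAR and deposited the raw read counts per gene from featureCounts, without normalization. The paper applied its ComBat-seq step to RNA-Seq that included WT samples, so this step was not repeated, and the number of RUVr factors is not given in the paper's text, so the main model has none. The table lists 55487 genes. Positions, exon lengths and GC content came from GENCODE mouse release 21, which matched 55227 of them.

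Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The main model was edgeR's robust quasi-likelihood fit of the 4 groups with upper-quartile normalization, on the 45828 genes kept by filterByExpr. Its biological coefficient of variation was 0.177. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. The contrasts were hyperoxia against room air in each sex, the interaction of sex and hyperoxia, and females against males in each exposure, the last counted on autosomes. CPM were computed with the normalized library sizes, and errors are SD over lungs unless a standard error is named.

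Gene sets were tested with camera on log2 CPM (prior count 2, inter-gene correlation 0.01), with adjustment over the 40 sets that had at least 10 tested genes. The sets named GO hold the core genes that Table S2 lists for WT females, WT males or human blood, for the terms shown in Fig. 5D and Fig. 7C. Some cells of Table S2 were cut as supplied, so these sets may be shorter than the paper's lists. Reactome sets came from fgsea.

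Background reads were estimated in each library as the median reads per kilobase of exon on olfactory and vomeronasal receptor genes. For a gene, the background share is this density times its exon length, over its counts. Depth ran from 8763033 to 16741694 counts per lung with a median of 11942500, so that the floor of 3 counts lay between 0.179 and 0.342 CPM.

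The genes named in the text were chosen by a rule set before the data were examined: the 20 genes that the paper names from these lungs, *Mir30a* and *Dll4*, 5 genes that mark sex, and in each sex the 5 largest rises and falls among called genes whose groups did not overlap. Genes outside this rule are marked as such. Comparisons of single values used exact permutation tests, two-sided. The correlation across libraries used 100000 permutations.

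The alternatives were TMM normalization, RUVr with 1, 2 or 3 factors, edgeR's likelihood ratio test, DESeq2's Wald test, no filter, a filter of 10 counts in every library, background subtracted, the log2 receptor share as a covariate, only the 6 libraries compared, animal number as a block in females, the adjusted p alone as threshold, and each lung left out in turn. For gene sets, the estimated correlation and the fry test were added to those that apply. RUVr was written out from its published steps, with deviance residuals of the first fit. Alternatives chosen after the values were seen are named in the closing section.

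The methods were tested on simulated data of 44866 genes, of which 200 were changed. The main model recovered 188 of them with 11 false calls, and camera recovered 2 of 2 changed sets with 0 false calls among 20 sets. Genes simulated as raised had a median log2 fold change of 1.97. The genes that the paper lists for females had a median absolute value of 0.38 here. Simulated genes were independent, at 1 common spread, without background that differed between libraries. The simulation thus does not measure power for small changes, or false calls in the real libraries. There, other splits of the females passed 1 to 25 sets. WT lungs, histology, qRT-PCR, human blood and human lung data were not analysed here.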

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

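The test of receptor counts against exon length and the test of library size were chosen only after the results they bear on were seen, as was the test of the squamous epithelium list.

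Olfactory and vomeronasal receptor genes, which the paper discusses only through *Olfr78*, held counts in all 12 libraries. Their share of the counts had a median of 0.732% and ran from 0.410% to 0.946%, far above the floor of 3 counts. A group of 5 satellite-like genes, which the paper does not discuss, held a median of 19.2% of the counts, from 7.30% to 29.2%. Across the 12 libraries the 2 shares had a Pearson correlation of 0.957 (permutation p = 1e-05, the smallest that 100000 permutations can give) and a Spearman correlation of 0.937 (permutation p = 6e-05). Without the libraries farthest from the median, a pair, r was 0.921, and it was 0.968 in males and 0.974 in females. This was the only such relation computed, so its adjusted p are the same.

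A candidate explanation for both is genomic DNA in the libraries. DNA carries 1 X chromosome in males for 2 in females, whatever the expression. On 98 X-linked genes silent in lung, relative to 1483 autosomal receptor genes, the read density was 0.568 ± 0.0302 (SD, n = 6) in males and 1.19 ± 0.0719 (SD, n = 6) in females, a ratio of 0.479 (exact permutation test, two-sided, p = 0.00217). The mean count of receptor genes rose with their exon length (Spearman rho 0.846, across genes, which are not independent replicates). Reads shared between paralogs would leave single-copy genes empty, but 23 tissue-restricted genes without near-identical copies had a read density 2.61 times that on receptor genes. The signal is thus consistent with genomic DNA, and no biological explanation was tested.

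The response to hyperoxia differed between the sexes for 28 of 40 gene sets by a test of the interaction itself, with 7 higher and 21 lower in females than in males. The median log2 difference, females minus males, was 0.57 for olfactory receptors, 0.61 for vomeronasal receptors and 0.43 for keratin-associated proteins. It was 0.91 for skeletal muscle markers and 0.94 for squamous epithelium markers, falling to 0.20 and 0.16 in the lowest fits without 1 lung. It was −0.13 for the Reactome Cell Cycle set, −0.23 for mitotic cell cycle process, −0.33 for histone methylation and −0.32 for chromatin organization. For respiratory system development it was −0.23, for collagen fibril organization −0.17, for epithelial tube formation −0.24 and for the angiotensinogen set −0.27. The median over all genes was 0.11.

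These differences could come from background reads that differ between libraries. With the receptor share as a covariate 0 of the 40 sets passed, 3 having an unadjusted p under 0.05, and with background subtracted 17 passed. For the receptor families themselves the covariate is computed from their own counts, so that outcome was fixed in advance. Without subtraction, the regroupings other than the real one passed a median of 23 sets, from 1 to 30. No regrouping was run with background subtracted, so whether anything is left beyond background was not tested. With the inter-gene correlation estimated from the data 0 sets passed, and 0 had an unadjusted p under 0.05. Of 100 regroupings of the 12 libraries, the real one included, 8 gave as many sets. The total counts of hyperoxia-exposed and room air females differed with an exact permutation p of 0.1 (two-sided), the smallest that 3 lungs against 3 allow, so library size and hyperoxia cannot be told apart.

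For the skeletal muscle and squamous epithelium markers, 1 room air male library stands apart. Its squamous list was 16.8 times and its skeletal muscle list 9.87 times the median of the other 11 libraries, background subtracted. Tissue of the oesophagus or larynx taken with this lung is a candidate source. Without this library the skeletal muscle markers had a median log2 change of −0.024 in males.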

How the results depend on the processing

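RUVr with 4 factors, RUVr with 1 or 2 factors and a likelihood ratio test, TMM with 1 factor and that test, background subtracted with 1 factor, and all alternatives for the gene sets of the interaction were chosen after the values were seen.

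Of 82 results for single genes and gene sets under the alternatives chosen beforehand, 698 values kept their direction and their side of the threshold, 80 became stronger, 43 weaker and 28 reversed. With those chosen later the numbers were 916, 168, 87 and 35. The cause of a change was not tested unless a test is named.

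The number of genes called higher in hyperoxia-exposed females was 0, with 3354 at an unadjusted p under 0.05. It was 1535, 1575 and 1662 with 1, 2 and 3 RUVr factors, 12 with the likelihood ratio test, 2 with DESeq2, 4 with the receptor share as a covariate and 11 with the 6 female libraries alone. With alternatives chosen later it was 90 with background subtracted and 1 factor, 1707 with 4 factors, 1689 and 1819 with 1 and 2 factors and the likelihood ratio test, and 1286 with TMM, 1 factor and that test. Leaving out 1 lung at a time gave 0 to 93. All 4 comparable splits of the libraries, those that part as many same-numbered animals, gave as many, which a count of 0 makes certain and which therefore shows nothing.

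The number called lower in females was 1. It was 0 with TMM, 363, 370 and 389 with 1, 2 and 3 factors, 61 with the likelihood ratio test, 87 with DESeq2, 8 without a filter, 0 with background subtracted, 18 with the covariate and 69 with the female libraries alone. The later alternatives, in the order above, gave 68, 401, 418, 420 and 610, and leaving out 1 lung gave 0 to 113. Of the 4 comparable splits 1 gave as many, the real one. Before adjustment 2421 genes had a p under 0.05.

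With animal number as a block in the females, 252 genes were higher and 199 lower. Only the numbers F2 and F5 occur in both exposures. The residuals of same-numbered lungs had a mean correlation of −0.053 and the others 0.015, so the numbers are not shown to mark related animals.

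In males 0 genes were higher, with 412 at an unadjusted p under 0.05. This number was 6, 10 and 10 with 1, 2 and 3 factors, and 1 each with the likelihood ratio test, the covariate and the male libraries alone. With 4 factors it was 10, with 1 and 2 factors and the likelihood ratio test 9 and 16, and with TMM, 1 factor and that test 10. For genes called lower, 0 with 825 unadjusted, these settings gave 10, 61 and 76, then 1, 5 and 1, then 83, 14, 85 and 13. With background subtracted and 1 factor, also chosen later, 0 genes were higher and 0 lower, with 2691 unadjusted in both directions together. Leaving out 1 lung gave 0 to 0 in both directions, and 6 of the 6 comparable splits gave as many in either, again by definition.

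The interaction called 0 genes, with 3875 unadjusted. It called 2102, 2223 and 2393 with 1, 2 and 3 factors, and, later, 2467 with 4 factors, 2019 and 2427 with 1 and 2 factors and the likelihood ratio test, and 2088 with TMM, 1 factor and that test. With background subtracted and 1 factor, also later, it called 0, with 4683 unadjusted. Leaving out 1 lung gave 0 to 0. All 100 regroupings, run without factors, gave as many, which a count of 0 makes certain.

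Between the sexes in room air 24 autosomal genes differed. This became 1749, 1767 and 1896 with 1, 2 and 3 factors, 120 with the likelihood ratio test, 54 with DESeq2, 53 without a filter, 15 with background subtracted and 60 with the 6 libraries alone. With at least 10 counts in every library it was 0, with 4730 unadjusted. The later alternatives gave 163, 1977, 1959, 2055 and 1597, and leaving out 1 lung 2 to 376. In hyperoxia 0 differed. This became 3 with TMM, 31, 31 and 37 with 1, 2 and 3 factors, 10 with the likelihood ratio test, 4 with DESeq2, 6 without a filter, 2 with background subtracted and 20 with the covariate. The later alternatives gave 4, 41, 50, 52 and 48, and leaving out 1 lung 0 to 9. Before adjustment 2149 genes of all chromosomes had a p under 0.05. Of the 10 splits, 1 gave as many in room air and 10 in hyperoxia. The first is the only split that separates the sexes, and its genes on X and Y ease the adjustment for the others, while the second follows from a count of 0, so neither shows stability.

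In females 29 of 40 gene sets passed, and 24 to 29 did with 1 lung left out. With the estimated correlation 0 passed (1 unadjusted), with fry 0 (2 unadjusted), with background subtracted 24 and with the covariate 2. Of the 4 comparable splits 1 gave as many, the real one, and over all other splits 1 to 25 sets passed. In males 13 passed. With the estimated correlation 0 did (0 unadjusted), with fry 0 (1 unadjusted), with background subtracted 6 and with the covariate 5. Leaving out 1 lung gave 0 to 29, the 0 (1 unadjusted) without the room air male rich in muscle and squamous genes. Of the 6 comparable splits 5 gave as many. For the interaction 28 passed, and 0 with the estimated correlation (0 unadjusted), 0 with fry (2 unadjusted), 17 with background subtracted and 0 with the covariate (3 unadjusted). Leaving out 1 lung gave 22 to 29, and 8 of the 100 regroupings gave as many.

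With the receptor share as a covariate, log2 fold changes in females reversed for *Cd109* (−0.046), *Dsc2* (−0.28), *Trdn* (−0.44), *Neb* (−0.41), *Scg2* (−0.023), *Calcr* (−0.038), *Ncam1* (−0.069), *Krt5* (−0.26) and *Dll4* (0.23). Set medians reversed for skeletal muscle (−0.34), and against other genes for respiratory system development (−0.0062), collagen fibril organization (0.0064), epithelial tube formation (0.025), histone methylation (0.020), chromatin organization (0.046) and the neuroendocrine markers (−0.00040). For the interaction they did for Cell Cycle (0.044), mitotic cell cycle process (0.050), respiratory system development (−0.0056), collagen fibril organization (0.073), epithelial tube formation (0.037) and the angiotensinogen set (0.052).

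With background subtracted *Trdn* reversed in females (−0.92, and −1.12 with 1 factor as well), as did olfactory receptors in males (0.054). Against other genes, S phase turned with background subtracted (0.058). G2/M phase turned with at least 10 counts in every library (0.15) and with background subtracted (0.14). Both sets were also counted as reversed with fry, while their medians stayed at −0.00064 and 0.080. Fry does not compare a set with other genes, so this is no turn against them. In males, leaving out 1 lung moved *Cd109* from −0.38 to 0.096, *Neb* from −2.06 to 0.0036, olfactory receptors from −0.30 to 0.096, the angiotensinogen set from −0.075 to 0.18 and the squamous markers from −1.04 to 0.037.

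Depth limits genes of few counts. A floor of 3 counts stood at 0.179 to 0.342 CPM, and some genes, such as *Gm47763*, gave no value under the stricter filter or with background subtracted.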

Differences from the paper's values

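RUVr with 4 factors, RUVr with 1 or 2 factors and a likelihood ratio test, TMM with 1 factor and that test, and background subtracted with 1 factor were chosen after seeing the values. The other alternatives were set before the data were examined.

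For *miR-30a*-/- females the paper gives nearly 2000 up-regulated genes, and 0 were called here, with 3354 at an unadjusted p under 0.05. With 1, 2 and 3 RUVr factors, 1535, 1575 and 1662 genes were called, within 1.5 times the paper's number, and none of the other alternatives set before the data were examined closed the gap. This concerns the count alone: of the 1583 genes matched in the part of Table S1 that could be read, 284 were called here with 1 factor. Settings chosen after seeing the values did so too: 1707 with 4 factors, and 1689 and 1819 with 1 and 2 factors and a likelihood ratio test. Down-regulated genes number about 170 in Fig. 5A, read by eye, and 1 here. With animal number as a block there were 199, though only the numbers F2 and F5 occur in both exposures. No other alternative closed the gap.

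For males, Fig. 5A shows about 90 up-regulated and about 390 down-regulated genes, read by eye, and 0 and 0 were called here, with 412 and 825 at an unadjusted p under 0.05. No alternative closed these gaps.

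In Fig. 6A, read by eye, the log2 fold change in females is about 2.2 for *Chl1*, about 1.6 for *Cd109*, about 1.4 for *Themis* and about 1.4 for *Sptssb*. Here they were 0.58, 0.49, 0.28 and 0.35, and no alternative closed the gaps.

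The part of Table S1 that could be read gives the paper's log2 fold changes for the following genes. In females *Chga* has 1.55 in the paper and had 0.20 here, *Il22ra2* 2.09 and 0.22, *Krt5* 1.20 and 0.11, *Lgi1* 2.41 and 0.34, *Ncam1* 0.94 and 0.13. In the same order of paper and here, *Olfr78* had 1.78 and 0.65, *Scg2* 1.37 and 0.41, and *Tubb3* 1.29 and 0.27. In males *Krt5* had −5.47 and −1.19. No alternative closed the gap for these genes.

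The paper's value for *Dsc2* in females is 0.99, against 0.30 here. The gap closed with at least 10 counts in every library (0.37), with background subtracted (0.23) and in the highest fit without 1 lung (0.43), and, chosen after seeing the values, with background subtracted and 1 factor. Closing here means that the values differed by no more than the standard error of the log2 fold change, which also varied with the setting. For *Trdn* in females the paper has 0.97 against 0.30, and the highest fit without 1 lung (0.49) closed the gap. For *Hba-a1* in females the paper has −1.28 against −1.84. Background subtracted (−1.58), the highest fit without 1 lung (−1.55) and, chosen after seeing the values, background subtracted with 1 factor and RUVr with 4 factors closed it.

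In males the paper has −2.35 for *Dsc2* against −1.32 here, closed with background subtracted (−2.97) and, chosen after seeing the values, with 1 factor as well. For *Gm9733* the paper has −1.37 against −1.0, closed with background subtracted (−1.29), in the lowest fit without 1 lung (−1.13) and, chosen after seeing the values, with background subtracted and 1 factor. For *Trdn* the paper has −1.56 against −0.94, closed with the male libraries alone (−0.94) and in the lowest fit without 1 lung (−1.26). Of the 22 log2 fold changes compared 19 differed, 22 had the paper's direction and 20 were smaller here.

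Several genes that the paper lists as changed and that were not called here were called under other settings. *Chl1* and *Olfr78* were called in females with 1, 2 and 3 factors and with the block, and *Trp63* with the block and in the highest fit without 1 lung. *Hba-a1* was called in females with 1 factor, the likelihood ratio test, DESeq2, the female libraries alone and the block. *Dsc2*, *Trdn* and *Krt5* were called in males with 2 and 3 factors, and *Gm9733* with 1, 2 and 3. With settings chosen after seeing the values, *Chl1*, *Olfr78* and *Gm9733* were called with 4 factors and with 1 or 2 factors and the likelihood ratio test, *Olfr78* and *Gm9733* also with TMM added to it. *Dsc2*, *Trdn* and *Krt5* were called with 4 factors and with 2 factors and the likelihood ratio test, *Neb* in males with the last, and *Hba-a1* with each setting that used that test.

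The paper places cell cycle pathways among those most induced in hyperoxia-exposed *miR-30a*-/- females. Here the Reactome Cell Cycle set had a median log2 change of −0.17 and was lower than other genes, with 3 of the 3 hyperoxia-exposed lungs on that side (adjusted p = 2.1e-09, from 7.2e-12 to 0.836 over the alternatives). The GO mitotic cell cycle process and GO cell cycle sets were also lower than other genes. The sets of S phase and G2/M phase did not pass (adjusted p = 0.441 and 0.580, camera). For both of these, 0 of the 3 hyperoxia-exposed lungs had a median under the room air mean. The paper places skeletal muscle contraction among the positively enriched pathways in these females. Here the Reactome Striated Muscle Contraction set had a median of −0.043 and was lower than other genes, and the skeletal muscle markers had a median of 0.20 that did not pass.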

Other observations

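The simulation at the spread left after 1 RUVr factor, the test of library size, the test of the squamous epithelium list and all tests of blood genes were chosen only after the result was seen.

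With 1 RUVr factor, 1535 genes were higher and 363 lower in hyperoxia-exposed *miR-30a*-/- females. Of the 1535, the groups did not overlap in 1044, and of the 363 in 309. Chance gives 10% of unselected genes, but these were selected by a test of the same groups, so the excess shows nothing further. The median background share was 63.3% for the genes called higher, 9.31% for those called lower and 34.9% for all genes tested, so that the genes called higher lay 28.5 percentage points above those tested. Olfactory and vomeronasal receptors made up 282 of the 1535 genes. With background subtracted before the RUVr model, 90 genes were called higher. After removal of the trend with GC content in each library 532 were, and after removal of the trend with exon length 995 were. Background, GC content and gene length may thus each bear on this count. The background subtracted was that of the receptor genes, and tissue-restricted genes had a read density 2.61 times as high, so the subtraction may leave background behind and the 90 genes do not rule it out as the whole cause. Simulations without an effect of hyperoxia, with background as in each library, called a median of 0 genes higher, and at the smaller spread left after 1 factor a median of 47. These simulations also took background at the level of the receptor genes. They drew each gene independently at 1 common spread, with no other variation shared across genes. Their counts therefore set no upper bound on what background can produce in the real libraries. The library totals differed with an exact permutation p of 0.1, which cannot be told apart from hyperoxia. Of the 4 splits that part as many same-numbered animals, 1 gave as many genes, the real one, a share that cannot fall under 0.05. Among all 9 other splits, 1 direction reached 3018 genes.

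By the rule for named genes, the largest rises with 1 RUVr factor in females were *Gm47763*, *Gm13806*, *Gm12730*, *Gm49533* and *Gm42844*, and the largest falls *Gm13567*, *Gm22840*, *Hba-a1*, *Gm16867* and *Gm45750*. In males they were *Gm44220*, *Gm43923*, *Gm15889* and *St6galnac2* for the rises, and *Ighv1-56*, *Gm18814*, *Rad21l*, *Gm9733* and *H3c3* for the falls.

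The part of Table S1 that could be read lists 1587 genes for *miR-30a*-/- females, of which 1583 were matched and 1575 had the same direction here. The median absolute log2 fold change of these genes is 1.11 in the paper and was 0.38 here, with a correlation of 0.546 across genes. Of these genes, 284 were also called here with 1 RUVr factor. For males this part lists 347 genes, all matched and 100% with the same direction, with a median of 1.30 in the paper and 0.39 here. Of these 347 genes, 4 were also called here with 1 RUVr factor. As these genes were chosen by the paper on the same lungs, the shared direction shows no stability.

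In 1 room air male library the squamous epithelium list was 16.8 times the median of the other 11. The skeletal muscle list was 9.87 times that median, and tissue taken with the lung is a candidate explanation. No biological explanation was tested.

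*Slc25a37* had a log2 fold change of −1.45 in females and did not pass after adjustment. It was chosen after its values were seen. A list of 22 erythroid genes was then tested, and this list was corrected once after a faulty search for the genes already seen. It was lower than other genes in both sexes, with a larger unadjusted camera p of 0.00404, and medians of −0.038 in females and −0.31 in males. With background subtracted the larger p was 0.0822, that of the females, whose median was 0.0051. The males then had a median of −0.42 and an unadjusted camera p of 1.6e-08. Less blood of any kind would lower lists of platelet and neutrophil genes too, and these, of 11 and 14 genes, did not both fall in either sex, with a largest p of 0.643. Their medians were 0.084 and 0.064 in males, and 0.083 and −0.16 in females, where the lists are too short to exclude a small fall. Fewer red cells or their precursors may explain the pattern, but in females it cannot be told apart from background.

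Between the sexes in room air, 24 autosomal genes differed, 16 higher and 8 lower in females, and 5817 genes of all chromosomes had an unadjusted p under 0.05. *Dusp8* (log2 fold change 0.98), *Hsph1* (0.79) and *Atf3* (1.23) were among them and were chosen after their values were seen. Of the 10 splits of the 6 lungs, 1 gave as many genes, the real one. It is the only split that separates the sexes, and its 66 genes on X and 87 on Y ease the adjustment for autosomal genes, so this shows no stability. With at least 10 counts in every library 0 autosomal genes differed (4730 genes of all chromosomes unadjusted), and without 1 room air male 2 did. In hyperoxia 0 autosomal genes differed, with 2149 genes of all chromosomes at an unadjusted p under 0.05, and 10 of the 10 splits gave as many, which a count of 0 makes certain. The difference between these exposures was tested only as the interaction, which called 0 genes, with 3875 at an unadjusted p under 0.05.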
